# Differences in the Loin Tenderness of Iberian Pigs Explained through Dissimilarities in Their Transcriptome Expression Profile

**DOI:** 10.3390/ani10091715

**Published:** 2020-09-22

**Authors:** Miguel Ángel Fernández-Barroso, Carmen Caraballo, Luis Silió, Carmen Rodríguez, Yolanda Nuñez, Fernando Sánchez-Esquiliche, Gema Matos, Juan María García-Casco, María Muñoz

**Keywords:** RNA-seq, transcriptome analysis, Iberian pig, meat tenderness

## Abstract

**Simple Summary:**

The Iberian pig is the most representative autochthonous breed of the Mediterranean region with unique genetic and phenotypic characteristics. The breed has been successfully preserved by its high-quality meat and high-priced products. Tenderness is one of the most relevant meat quality traits, and meat tenderization is influenced by genetic and environmental effects such as pre-slaughter handling and post-mortem conditions. Tenderness could be included in Iberian pig breeding programs, mainly focused on the improvement of premium-cuts percentage, in order to avoid the meat quality decline. A better biological understanding of this trait is needed. In the current study, we analyze the transcriptome of pigs divergent for Warner–Bratzler shear force through RNA-seq technique for the identification, characterization and quantification of candidate genes involved in biological pathways, networks and functions affecting meat tenderness.

**Abstract:**

Tenderness is one of the most important meat quality traits and it can be measured through shear force with the Warner–Bratzler test. In the current study, we use the RNA-seq technique to analyze the transcriptome of *Longissimus dorsi* (LD) muscle in two groups of Iberian pigs (Tough and Tender) divergent for shear force breeding values. We identified 200 annotated differentially expressed genes (DEGs) and 245 newly predicted isoforms. The RNAseq expression results of 10 genes were validated with quantitative PCR (qPCR). Functional analyses showed an enrichment of DE genes in biological processes related to proteolysis (*CTSC*, *RHOD*, *MYH8*, *ACTC1*, *GADD45B*, *CASQ2*, *CHRNA9* and *ANKRD1*), skeletal muscle tissue development (*ANKRD1*, *DMD*, *FOS* and *MSTN*), lipid metabolism (*FABP3* and *PPARGC1A*) and collagen metabolism (*COL14A1*). The upstream analysis revealed a total of 11 transcription regulatory factors that could regulate the expression of some DEGs. Among them, IGF1, VGLL3 and PPARG can be highlighted since they regulate the expression of genes involved in biological pathways that could affect tenderness. The experiment revealed a set of candidate genes and regulatory factors suggestive to search polymorphisms that could be incorporated in a breeding program for improving meat tenderness.

## 1. Introduction

Traditionally, the meat industry and genetic breeding programs have been focused on production traits such as efficient growth rate and carcass leanness. However, an intensive selection for them could alter some porcine muscle characteristics [1] and quality traits [2]. Furthermore, the antagonistic correlation among pigs selected for lean muscle and body growth versus tenderness has been reported [3]. Moreover, muscle from pigs intensively selected for increased lean growth showed lower tenderness [4]. Meat quality plays a key role in determining its commercial value and consumer acceptance, tenderness being one of its most appreciated characteristics.

Meat tenderness is a complex trait influenced by the interaction of many effects, such as genotype, gene expression, environmental conditions, pre-slaughter handling, slaughter and *post-mortem* procedures [5]. Tenderness is moderately heritable, with values ranging from 0.25 to 0.45 both in commercial and autochthonous pig breeds [6,7,8]. In addition, several polymorphisms in candidate genes such as *Calpastatine* (*CAST*) or *Calpain 1* (*CAPN1*) affecting tenderness have been identified [8,9,10]. Its measurement is not easy, the instrumental texture analysis by Warner–Bratzler shear force being one of the most common methods since it is considered an objective and rapid approach [11,12].

One extended approach for identifying candidate genes harboring potential mutations that could partially explain the genetic basis of a particular trait consists in analyzing expression gene changes between individuals divergent for the studied trait. High-throughput RNA sequencing technique (RNA-seq) permits the identification, characterization and quantification of the transcript dataset expressed in any tissue. Previous transcriptome studies using RNA-seq for sequencing the muscle transcriptome of different pig breeds and crossbreds have reported some interesting information about gene expression, biological pathways, networks and functions related with tenderness [13,14,15].

The Iberian pig is the most representative autochthonous breed belonging to the Mediterranean region. This breed is characterized by its high adipogenic potential, voracious appetite, high protein turnover ratio and low lean tissue deposition [16] that are determined by their traditional open-air production system [17] and its unique genetics characteristics [18,19,20]. These features mean that both their fresh meat and derived dry-cured products are vastly appreciated, obtaining a high economic value in Spanish and international markets. The inclusion of different quality traits in the objectives of these programs may be required. The use of molecular genetics techniques is therefore advisable and it has been previously approached in other studies [8,21].

Taking this into account, in the current study we analyze the transcriptome of *Longissimus dorsi* (LD) muscle in Iberian pigs divergent for shear force to identify differentially expressed genes (DEGs) and understand how they are involved in the regulation of biological processes. Therefore, the aims of this study were: (a) to identify and quantify the DEGs and recognize biological processes, pathways, networks and functions in which these genes are involved, (b) to determine transcription regulatory factors influencing the observed gene expression profile, and (c) to propose a set of candidate genes with detected mutations affecting meat tenderness.

## 2. Materials and Methods

### 2.1. Animal Material and Phenotypic Data

The animals used in the current study were commercial castrated male pigs that belonged to an Iberian purebred line closed for approximately 15 years described in a previous study [8]. Animals were fattened in an open-air free-range system (*Montanera*) based on ad libitum intake of acorns and grass. They were managed during three successive years (from 2015 to 2017), being slaughtered at an approximate age of 17 months and with an average slaughter weight of 165 kg. Animal handling was carried out according to the regulations of the Spanish Policy for Animal Protection RD 53/2013, which meets the European Union Directive 2010/63/EU about the protection of animals used in research. Protocols were assessed and approved by the INIA Committee of Ethics in Animal Research, which is the named Institutional Animal Care and Use Committee (IACUC) for the INIA.

*Longissimus dorsi* samples from 892 animals were removed from the carcass after slaughter. A central muscle section of approximately 300 g were separated of each loin for meat determination. These samples were vacuum-packed in nylon/polyethylene bags and stored at −20 °C until analysis. After that, samples were thawed and subsequently cooked by immersion at 70 °C during 1 h in a water bath (VWR, Pennsylvania, USA) [22]. Texture was determined in cooked meat portions following [11] and measured as cooked meat shear force (SFF) by the Warner–Bratzler test (Stable Microsystems TA.XT Plus, Godalming, UK). Eight pieces of 3 cm × 1 cm × 1 cm (length, width and thickness) were cut perpendicular to the muscle fiber direction with a Warner–Bratzler blade (HDP/BSW) and the eight repeated measures were averaged. SFF was measured as kg/cm^2^. The mean of the SFF was 4.33 (SD = 1.10).

The following mixed model was used to estimate breeding values (EBVs) for SFF:

y = Xb + Za + Wsm + e(1)

where **y** is the vector of SFF values corresponding to each animal, **b** represents the vectors of systematic effects in which the slaughter weight was fitted as a covariate, **a** is the vector of the additive genetic effects (EBVs) distributed as *N* (0, ***Aσ^2^_u_***), where ***A*** is the numerator of kinship matrix that allows for the adjustment of the data taking into account the pedigree information, **sm** is the vector of the combined fattening-slaughter batch environmental random effects (19 levels) and **e** the vector including the residual effects. **X, Z** and **W** are the incidence matrices. EBVs were estimated using the TM program [23].

A total of 13 pigs with the most extreme EBVs for SFF, avoiding full and half siblings, were selected. The Tough group contained six individuals showing the highest EBVs, and the Tender group contained the seven ones with the lowest values. 

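In the 12 animals whose libraries were analysed here, every Tough loin was harder to shear than every Tender loin. Shear force ranged from 7.32 to 10.63 kg/cm2 in the 6 Tough animals and from 2.18 to 3.43 kg/cm2 in the 6 Tender animals, with a Tender mean of 2.94 ± 0.415 kg/cm2 (SD, n = 6). The estimated breeding values ranged from 1.76 to 2.40 in the Tough group and from -1.09 to -0.98 in the Tender group. The animals were selected for extreme breeding values, so the gap between the groups comes from the selection. The values come from the sample labels, and Tender 7 was not analysed here.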

The EBV averages were 2.11 (SD = 0.29) and −1.03 (SD = 0.05) for the Tough and the Tender group, respectively, and the corresponding phenotypic mean values for shear force were 9.17 kg/cm^2^ (SD = 1.28) and 2.83 kg/cm^2^ (SD = 0.48).

### 2.2. Transcriptomic Analyses

#### 2.2.1. RNA Extraction, Library Preparation and Sequencing

The individual samples of *Longissimus dorsi* collected after slaughter were introduced on cryogenic tubes, frozen in liquid nitrogen and stored at −80 °C until analysis. RiboPure TM of High-Quality total RNA kit (Ambion, Austin, TX, USA) was used to extract the total RNA, following the manufacturer’s recommendations. RNA was quantified using a NanoDrop equipment (NanoDrop Technologies, Wilmington, DE, USA) and the Agilent 2100 Bioanalyzer device (Agilent Technologies, Santa Clara, CA, USA) was employed to evaluate the RNA integrity (RNA Integrity Number = RIN), the RIN values obtained for all the samples were in the range from 7 to 8.

Paired-end libraries were built using TruSeq SBS Kit v3 (Illumina, San Diego, CA, USA) for each sample. Multiplex sequencing of the libraries was carried out on a HiSeq2000 sequence analyzer (Illumina, Inc, San Diego, CA, USA) with four samples per lane at Centro Nacional de Análisis Genómico (CNAG-CRG; Barcelona, Spain), according to the manufacturer’s instructions. Pair-end reads of 74 bp were generated. The raw sequence data of 12 of the 13 individuals have been deposited in the Gene Expression Omnibus (GEO) database with the accession number: GSE155915. The sample named Tender_ 7 in the present study was already sequenced in a previous study [24] and its sequence data was already deposited in GEO with the accession number GSE116951 and its identification corresponds to the individual H5.

#### 2.2.2. Bioinformatics Analyses

##### Mapping, Assembly and Identification of Novel Isoforms

The quality of raw sequencing data was evaluated with FastQC (Babraham Bioinformatics, http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The quality parameters measured with this tool corresponds to sequence-read lengths and base-coverage, nucleotide contributions and base ambiguities, quality scores and over-represented sequences. All the samples passed the quality control (QC) parameters: same length, 100% coverage in all bases, 25% of A, T, G and C nucleotide contributions, 50% GC on base content and less than 0.1% of overrepresented sequences. TrimGalore was used to trim the raw sequences through removing the sequencing adaptor and poly A and T tails, setting default values (stringency of 6 bp) and keeping paired-end reads when both pairs were longer than 40 bp. TopHat v2.1.0 [25] was used to map the filtered reads against the pig reference genome (Sscrofa11.1). Cufflinks v2.2.1 [26] was employed to assemble and quantified the transcripts in fragments per kilobase of transcript per million (FPKM) mapped reads. The normalized expression data have been deposited in the GEO database with the accession number GSE155915 and GSE116951. Cuffcompare tool (from Cufflinks) was used to identify isoforms not described so far. It was run using Ensembl (Sscrofa11.1) transcriptome annotation as a reference to assess the accuracy of the predicted Cufflinks mRNAs or gene models. Finally, a list with all class codes of the transcript was reported by Cuffcompare.

##### Differential Expression Analyses

Cuffdiff was used to quantify the expression values and carry out the differential expression analyses between the Tough and Tender groups of annotated genes and novel described isoforms. Cuffdiff was run setting the bias correction (-b option) and the rescue method for multireads (-u option). The remaining parameters were established as default. These genes and novels isoforms were filtered according to the following criteria: an average group expression greater than 0.5 FPKM and a fold change value (FC) of the expression differences between the Tender and Tough groups’ ≤ 0.67 and ≥ 1.5. Besides, R package *q*-value [27] was used to correct multiplicity of test, where *q*-value provides a method to control the false discovery rate (FDR), which is the proportion of false positives among all positive results, and genes and new isoforms were considered as differentially expressed with a *p*-value ≤ 0.05 and *q*-value *≤* 0.10.

##### Gene Functional Classification, Network and Pathway Analyses

Gene Ontology (GO) information was used to analyze the functionality of the DEGs between the Tough and Tender groups. The biological interpretation of the data was carried out using FatiGO browser from Babelomics 5 (Babelomics 5, http://babelomics.bioinfo.cipf.es/). The potential interactions between the proteins codified by the DEGs and clustering through the Markov Cluster Algorithm (MCL) were studied using STRING tools v11.0 [28].

Ingenuity Pathway Analysis (IPA, Ingenuity Systems, Qiagen, CA, USA) bioinformatics tool was used to identify and characterize biological functions, gene networks, canonical pathways and transcription regulatory factors affected by the DEGs. This software assesses the significant association between the data set of DEGs and canonical pathways. In addition, it builds networks with the set of genes using the records harbored in the Ingenuity Pathways Knowledge Base. Potential regulators of differential gene expression were also identified using the tools “upstream regulators” and “causal networks”; these tools analyze if the potential transcriptional factors and upstream regulators contained in the Ingenuity Knowledge Base repository activate or inhibit the differential gene expression pattern through the estimation of a z-score. This z-score statistically measures the significance between the regulator and its potential targets and the direction among them [29].

### 2.3. RNA-seq Results Validation by Quantitative PCR

RNA from the 13 animals used in RNA-seq study was used to perform the technical validation of the RNA-seq experiment through measuring the expression of 10 genes (*MSTN*, *ANKRD1*, *ACTC1*, *MX1*, *FOS*, *COL1A1*, *ELOVL6*, *SSH2*, *NOS2*, *and IRF1*) with quantitative PCR (qPCR). Six genes were selected from de list of DEGs (upregulated in the Tough group or in the Tender group) and four were not differentially expressed between the Tough and Tender (two of them showed low expression and the other two showed a medium-high expression). In a first step, first-strand cDNA synthesis was carried out using Superscript II (Invitrogen, Life Technologies, Paisley, UK) and random hexamers in a total volume of 20 μL using 1 μg of total RNA, according to the manufacturer’s instructions.

Primer pairs used for quantification were designed using Primer-Blast (NCBI, https://www.ncbi.nlm.nih.gov/tools/primer-blast/) from the available GENBANK and/or Ensembl sequences, covering different exons in order to assure the amplification of the cDNA. Table S1 shows primer sequences and amplicon lengths. Then, a standard PCR on cDNA for each primer was carried out to verify amplicon sizes. Next, following standard procedures, SYBR Green Mix (Roche, Basel, Switzerland) in a LightCycler480 (Roche, Basel, Switzerland) was used for the quantification, and data analysis was carried out with LightCycler480 SW1.5 software (Roche, Basel, Switzerland). Three technical replicates were run per each sample and dissociation curves were obtained to confirm the specific amplification of each gene. A total of four cDNA dilutions were carried out in order to build a standard curve and estimate PCR efficiency. Mean crossing point values (Cp) were used for performing the statistical analyses. The Cp value is the PCR cycle number at which the sample’s reaction curve intersects the threshold line. Genorm software was used to calculate the stability of the endogenous genes *ACTB* and *B2M* [30] and these endogenous genes were used to normalize the data through normalization factors. Relative quantities of DEGs were divided by normalization factors, which were the geometric means of the two reference gene quantities. Finally, the technical validation was performed studying the Pearson correlation between the expression values obtained from RNA-Seq data (FPKM) and the normalized gene expression data obtained by qPCR and calculating the concordance correlation coefficient (CCC) [31] between fold change values estimated from RNA-Seq and qPCR expression measures by the two techniques for the 10 genes.

## 3. Results

### 3.1. Characterization of Longissimus Dorsi Transcriptome

In the present study, the *Longissimus dorsi* tissue transcriptome of 13 animals was characterized with the RNA-seq technique. 

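The values behind the passages on gene expression come from 12 of these 13 animals, 6 of the Tough group and 6 of the Tender group, with 1 loin muscle library per animal. Table S2 of the paper gives 96997084 to 146621262 reads per Tough library (median 117439053) and 94191674 to 120743612 per Tender library (median 109106023), in pairs of 74 bp by the paper and 76 bp by the sample labels. The authors trimmed the reads with Trim Galore, mapped them to Sscrofa11.1 with TopHat 2.1.0 and assembled each library on its own with Cufflinks 2.2.1. The result is 25798 to 31353 transcripts per library, each with its exons and its level in FPKM but with no read count and no gene name. Each transcript was therefore given to the annotated gene of the same build whose exons it overlapped most, where at least 50% of its bases lay in them, which held for 66.9% to 77.8% of the transcripts of a library. The level of a gene is the FPKM of its transcripts, weighted by their length, over the length of its exons. Some genes, *FABP3*, *MSTN*, *FOS* and *IGFBP5* among them, lost transcripts to this rule in some libraries, and they are given per exon base instead, counting the part of every transcript that lies in their exons, a measure chosen after the values were seen. A gene without a transcript in a library is listed at 0, which can be a gene that was not assembled: *ALDOA* and *GAPDH*, abundant muscle genes, are listed at 0 in 6 and 5 of the 12 libraries. limma tested log2(FPKM + 0.5) for the 9127 genes with a mean above 0.5 FPKM, and fold changes are Tough over Tender on that scale, which understates the change of low genes. The read counts of the genes are unknown, so no counting error is given, and the libraries of each sequencing lane are not given in the sources used here.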

All samples passed the quality control. We obtained 1474 million raw paired-end reads and 1457 million reads after trimming and filtering. A range from 92.80% to 94.50% of the reads mapped to the porcine reference genome was used (Table S2). These results agree with the previous study carried out in the same tissue of pigs from the same population but in different individuals (except L7) [24] and with a study carried out in *Semimembranosus* muscle tissue on Large White pigs [32].

Table S3 shows the classification of the transcripts in relation to the Ensembl annotated porcine genes and a total of 109,085 transcripts expressed in the 13 animals were detected by Cufflinks tool. The potentially new isoforms annotated represents a 43.29% of the transcripts. The intergenic transcripts predicted were a 7.14% of the total and the percentage of transcripts falling entirely within a reference intron was a 14.88%, this could be related with intron retention events, incorrect annotation of exons, errors or missing prediction of isoforms [33].

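In a single library, transcripts whose introns matched an annotated transcript in full were the largest class, at 29.8 ± 2.07% of the assembled transcripts (SD, n = 12 libraries). Potentially new isoforms, which share a splice junction with an annotated transcript and differ elsewhere, made up 24.2 ± 1.55%, from 21.6% to 26.8% over the libraries. Transcripts contained in an annotated one were 18.4 ± 1.98%, and intergenic transcripts were 7.57 ± 0.803%. Transcripts within an intron varied most, from 8.26% to 18.0% of a library, with a mean of 13.2% in the Tough group and 11.6% in the Tender group (exact permutation test, two-sided, p = 0.398). The smallest p over the classes was 0.0628, from the same exact test, for transcripts on the strand opposite to a gene, at 1.30% in the Tough group and 1.38% in the Tender group. Counted over all libraries by intron chain, new isoforms were 54.45% and complete matches 17.6% of all chains, and 40.2% and 41.0% of the chains assembled in at least 2 libraries.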

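Loin muscle of the Tough and Tender groups expressed nearly the same number of annotated genes. Above 0.5 FPKM there were 8794 ± 334 genes per Tough library and 8795 ± 350 per Tender library (SD, n = 6 each; exact permutation test, two-sided, p = 0.998). The median level of these genes, as log2 FPKM, was 1.70 ± 0.079 in the Tough group and 1.75 ± 0.085 in the Tender group (exact permutation test, p = 0.288). The difference in the number of genes was smaller than the spread between animals at every minimum tried, with 74.2 more genes in the Tough group above 0.1 FPKM and a difference of -28.5 genes above 1 FPKM as the means of 6 libraries each.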

Expression distribution values of the 25,878 genes annotated in the pig genome reported with Cuffdiff are shown in Figure S1, where the distribution of gene expression levels in FPKMs was similar for the Tough and Tender groups.

### 3.2. Differential Expression Analyses

The differential expression analyses revealed a total of 200 annotated genes and 245 newly predicted isoforms differentially expressed between the Tough and Tender groups. 

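Most of the 200 annotated genes of Table S4 went the same way in these values as in the paper. 184 of them were matched to the annotation and 147 passed the filter on low values. Of these, 139 had the direction of the paper, 60 of the 65 listed as higher in the Tough group and 79 of the 82 listed as higher in the Tender group, and 42 of the 139 had an unadjusted limma p of at most 0.05. Across these genes, which are not independent replicates, the log2 fold changes of Table S4 and those computed here had a Pearson correlation of 0.738. The genes with the other sign were *ETFB*, *TECRL* and *MAX*, listed as higher in Tender, and *MAF*, *MSTN*, *RSAD2*, *NUDC* and *MYH8*, listed as higher in Tough, where *MYH8* has a value in 1 library only. Without Tender 2, 130 of 144 tested genes had the direction of the paper, 58 of 63 listed as higher in Tough and 72 of 81 in Tender. Per exon base, a measure chosen after the values were seen, 149 of 152 tested genes had the direction of the paper, with *MAF* and *MSTN* higher in Tough (log2 fold changes 0.48 and 0.55). The paper chose the 200 genes on these same 12 libraries and 1 more, so the shared direction is not independent evidence.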

A total of 118 annotated genes were upregulated in the Tender group (FC ≤ 0.67) while 82 genes were upregulated in the Tough group (FC ≥ 1.5) (Table S4). 

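*ABLIM3*, *HBB* and *ALAS2* had the smallest p among the genes higher in the Tender group. *HBB* and *ALAS2* belong to the list of red blood cell genes, of which 3 of the 4 measured were higher in Tender (median log2 fold change -0.60). *HBB*, the beta chain of haemoglobin, had 164 ± 31.9 FPKM in the Tough group and 294 ± 47.5 in the Tender group (SD, n = 6 each), and *ALAS2*, the first enzyme of haem synthesis in red cells, had 0.829 ± 0.222 and 1.65 ± 0.379 FPKM. *ABLIM3*, which encodes an actin-binding protein, had 1.67 ± 0.313 and 3.51 ± 0.729 FPKM, a log2 fold change of -0.88 (standard error 0.15, adjusted p = 0.653 from limma, the smallest of all genes). In each of these genes every Tender library stood above every Tough library (exact permutation test, p = 0.00216), as it did in *BOD1*, with 52.0 and 74.1 FPKM. *TUBA4A*, *SLC41A1*, *HACL1*, *DDX19A*, *PFN2* and *KRT80* complete the 10 genes of smallest p on that side among those with a gene symbol and a mean of at least 1 FPKM, all of them uncalled. Among the genes higher in Tough muscle, *DDIT4L*, an inhibitor of mTOR signalling, had 41.4 ± 13.4 FPKM in the Tough group and 17.8 ± 7.58 in the Tender group, and the quinone reductase *NQO1* had 6.10 ± 1.10 and 3.68 ± 0.921 FPKM. Over the settings fitted the log2 fold change of *DDIT4L*, 1.25, ranged from 0.38 to 1.43. That of *NQO1*, 0.67, ranged from 0.034 to 0.81. *KLHL33*, *SEMA6C*, *POPDC2*, *LMOD1*, *MIEF2*, *C14H10orf10*, *PAK1* and *TRIB1* complete the 10 on that side. *TUBA4A* is listed at 0 in all 6 Tough libraries and in 2 Tender ones, *MIEF2* at 0 in 4 Tender libraries, *DDX19A* in 3 Tough ones, *LMOD1* in 4 Tender ones and *C14H10orf10* in 2 Tender ones. Per exon base the log2 fold change is -0.72 for *DDX19A* (exact permutation p = 0.0498), 1.46 for *LMOD1* (exact permutation p = 0.0346) and 0.64 for *C14H10orf10* (exact permutation p = 0.145), and that of *MIEF2*, 3.35 from assigned transcripts, is 2.82 (exact permutation p = 0.0563) and turns to -0.80 when only transcripts with at least 90% of their bases in the gene are used. No gene of the 9127 passed the thresholds of the paper (p of at most 0.05, adjusted p of at most 0.10 and a fold change of 1.5) with limma. At an unadjusted p of at most 0.05 there were 223 genes, 66 higher in Tough, where 456 are expected by chance. With median-of-ratios scaling 144 of 283 were higher in Tough and with quantile normalization 143 of 292, and without 1 library 250 of 411 (Tender 4), 57 of 369 (Tough 1), 77 of 375 (Tender 1) and 61 of 147 (Tender 5). An exact Wilcoxon rank-sum test on 8454 genes called 0 and gave 172. Cuffdiff, the test of the paper, works from the alignments, which were not analysed here.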

Besides, 128 newly predicted isoforms presented higher expression in the Tender group and 117 in the Tough group. 

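Single new isoforms were rarely assembled in many animals. Of the 7233 intron chains classed as new isoforms with a mean above 0.5 FPKM, 2752 were assembled in 1 library only, 1990 in at least 6 and 399 in all 12. With limma, 203 of the 7233 had an unadjusted p of at most 0.05, 85 higher in Tough and 118 higher in Tender, and 0 passed the thresholds (smallest adjusted p = 0.342 from limma). Among the 1990 chains of at least 6 libraries, 56 were higher in Tough and 47 in Tender at that unadjusted p, and 0 passed (smallest adjusted p = 0.251 from limma). This test was chosen after the files were seen. A chain absent from a library counts as 0 FPKM, and Cuffcompare's merged set of isoforms was not analysed here.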

Regarding the fold change, values ranged from 0.04 to 8.83. The genes with the highest expression differences between groups were *GBP1 (FC =* 0.09, *p*-value = 5 × 10^−5^*,* overexpressed in the Tender group) and *FAM180B* (FC = 8.83, *p*-value *=* 3.5 × 10^−4^, overexpressed in the Tough group) (Table 1). 

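*GBP1*, a guanylate-binding protein induced by interferon gamma, lies on chromosome 4 from 127425699 to 127442132 of Sscrofa11.1. It stood at 169.9 FPKM in Tender 2, at 1.21 to 3.17 FPKM in the other 5 Tender libraries and at 1.13 to 5.71 FPKM in the 6 Tough libraries. The log2 fold change was -1.02 (standard error 0.95, adjusted p = 1 from limma), and 1 of 6 Tender libraries exceeded the highest Tough library. *FAM180B*, on chromosome 2 from 15027360 to 15029999, had 0.576 ± 0.134 FPKM in the Tough group and 0.445 ± 0.186 in the Tender group (SD, n = 6 each; exact permutation test, p = 0.186), a log2 fold change of 0.20 (standard error 0.15). Without Tender 2 the log2 fold change of *GBP1* is -0.028. The sign of *GBP1* turns to 1.37 when only transcripts with at least 90% of their bases in the gene are used, and that of *FAM180B* to -0.12 with the highest transcript alone.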

The further functional analyses were focused on differentially expressed annotated genes.

### 3.3. Gene Functional Analysis

The GO enrichment analyses carried out with FatiGO identified 457 GO biological processes (GO_BP_) and two GO_SLIM_ (cut-down versions of the GO ontologies containing a subset of the terms in GO) enriched in DEGs (Table S5). Table 2 shows a summary of significant overrepresented pathways that could be more related with meat tenderness. For instance, these pathways are involved in skeletal muscle tissue development (GO: 0007519, 10 genes), regulation of muscle system process (GO: 0090257, seven genes), collagen metabolic process (GO: 0032963, six genes), regulation of calcium ion transport (GO: 0051924: six genes), c-Jun N-terminal kinase (JNK) cascade (GO: 0007254, six genes), actin-myosin filament sliding (GO: 0033275, four genes), skeletal muscle tissue growth (GO: 0048630, two genes), positive regulation of proteolysis involved in cellular protein catabolic process (GO: 1903052, four genes) and actomyosin structure organization (GO: 0031032, three genes).

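The genes of the JNK cascade all leaned to the Tough group: 6 of 6 measured members, *CTGF*, *SFRP4*, *PAK1*, *TRIB1*, *DUSP10* and *GADD45B*, were higher there, 3 of them when adjusted over the list alone. Collagen metabolism had 4 of 5 measured members higher in Tough, with *ENG*, a co-receptor of TGF-beta in blood vessels, the member higher in Tender (6.60 and 9.19 FPKM, exact permutation test, p = 0.0325). Skeletal muscle development went both ways, with 5 of 8 measured members higher in Tough and 3 higher in Tender, as did regulation of the muscle system process (4 and 3 of 7) and of calcium ion transport (3 and 2 of 5). Of the genes of proteolysis, *TRIB1* was higher in Tough and *CTSC* and *ZFAND2A* were higher in Tender. These counts use assigned transcripts, where *MSTN* is higher in Tender. None of these genes passed limma's adjusted threshold over all 9127 genes. The study picked the members on these samples, so neither the directions nor the counts over the list alone are independent evidence.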

Subsequently, STRING tools v11.0 revealed networks of protein–protein interactions codified by annotated DEGs and novel predicted isoforms (Figure S2). Five differentiated clusters were observed, two clusters comprised proteins codified by DEGs overexpressed in the Tender group (clusters 1 and 2) and three clusters comprised proteins codified by DEGs upregulated in the Tough group (clusters 3, 4 and 5). Cluster 1 constituted TAP1, PSMB8, PSMB9, TNFRSF12A and SPOPL associated with the cellular amino acid metabolic process and protein and peptide regulations. 

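The peptide transporter *TAP1* and the immunoproteasome subunits *PSMB8* and *PSMB9*, which make and carry peptides for antigen presentation, were high in 1 Tender animal. In Tender 2 they stood at 47.2, 44.5 and 33.4 FPKM, against 2.60 to 4.00, 2.53 to 3.78 and 0.801 to 1.55 FPKM in the other 5 Tender libraries. The 6 Tough libraries ranged over 2.24 to 5.82 FPKM for *TAP1*, 1.75 to 7.59 for *PSMB8* and 0.844 to 2.46 for *PSMB9*. Without Tender 2 the log2 fold changes of the 3 genes turn from -0.52, -0.55 and -0.63 to 0.096, 0.062 and 0.090. *TNFRSF12A*, a receptor of TNF-like signals, had 33.0 ± 12.8 FPKM in the Tough group and 57.5 ± 38.4 in the Tender group (SD, n = 6 each; exact permutation test, p = 0.249). *SPOPL*, an adaptor of a ubiquitin ligase, had 2.51 and 2.06 FPKM, with 5.89 FPKM in Tender 4 and 0.738 to 1.84 in the other Tender libraries, and a log2 fold change of 0.45 (standard error 0.35, adjusted p = 1 from limma) that is 0.76 without Tender 4 and turns to -0.046 with the plain sum of transcript FPKM. Of 18 measured genes of antigen processing and the immunoproteasome, 15 were higher in Tender, with a median log2 fold change of -0.36 (camera in limma, adjusted p = 0.0401, and adjusted p = 0.647 with an estimated correlation), and none passed when adjusted over the list alone. Without Tender 2 the median was 0.032 and the adjusted p 0.588. The list also did not pass without Tough 2 (0.142), Tough 3 (0.175), Tough 4 (0.0548), Tough 6 (0.0840), Tender 3 (0.0665) or Tender 6 (0.0569), nor with array weights (0.246), the highest transcript (0.0577), a minimum mean of 1 FPKM (0.0652), a pseudocount of 0.1 (0.0688), the 90% rule for transcripts (0.338) or transcripts of at least 300 bases (0.105). Of 14 measured genes of the interferon gamma response, 11 were higher in Tender, with a median of -0.39 (camera, adjusted p = 0.125), and that list passed without Tender 4 (0.0452) or Tender 5 (0.0190) and with median-of-ratios scaling (0.0486), while its median turned to 0.10 without Tender 2.

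**Figure D1:**
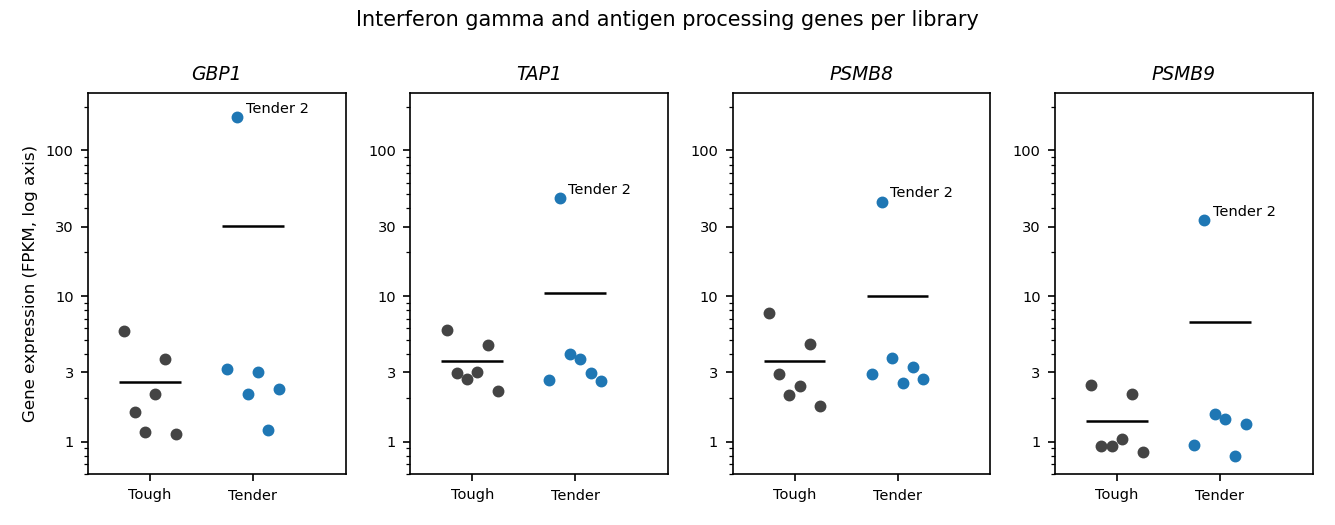
FPKM of GBP1, TAP1, PSMB8 and PSMB9 in the 6 Tough and 6 Tender libraries, on a log axis. Points are libraries and lines are group means. Tender 2 is the highest point of every panel, and the other 5 Tender libraries lie within or below the range of the Tough libraries.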

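The chemokines *CXCL9* and *CXCL10*, which attract T cells, and the complement genes *C2*, *C3*, *C4A* and *C1QA* had their highest value in Tender 2. *CXCL10* stood at 10.2 FPKM in Tender 2, at most 0.750 in the other Tender libraries, of which Tender 5 and Tender 6 are listed at 0, and at 0.228 to 1.40 in the Tough libraries. *CXCL9*, per exon base, stood at 8.32 FPKM in Tender 2 and at most 1.09 in any other library, and is listed at 0 in 3 Tender and 2 Tough libraries. *C3*, the central complement protein, had 14.2 FPKM in Tender 2, 1.66 to 3.13 in the other Tender libraries and 1.35 to 3.42 in the Tough libraries. The means of *C2* were 0.632 FPKM in the Tough group and 1.60 in the Tender group, those of *C4A* 0.745 and 1.85, and those of *C1QA* 4.74 and 6.73, where the log2 fold change is 0.076, on the side of the Tough group, since 23.7 FPKM in Tender 2 lifts the Tender mean. *FCN2*, a lectin that starts the complement cascade, had 0.727 ± 0.503 FPKM in the Tough group and 2.09 ± 1.53 in the Tender group (SD, n = 6 each; exact permutation test, p = 0.0822), and the adrenergic receptor *ADRA2C* had 1.50 ± 0.525 and 1.96 ± 0.263 FPKM. *CCL4*, per exon base, is listed at 0 in all 6 Tender libraries and in 3 Tough ones, and reached 1.42 FPKM in Tough 4. Macrophage genes leaned to Tender, with 10 of 12 measured ones higher there and a median log2 fold change of -0.36, and their mean was highest in Tender 2. Of 11 measured complement genes 10 were higher in Tender, with a median log2 fold change of -0.36 (camera in limma, adjusted p = 0.0378, and adjusted p = 0.647 with an estimated correlation). Without Tender 2 the median was -0.016 and the adjusted p 0.755, and the log2 fold changes of *C2*, *C3*, *C4A* and *C1QA* were 0.12, -0.092, -0.016 and 0.56, against -0.36, -0.50, -0.46 and 0.076 with it. The list also did not pass without Tough 2 (0.523), Tough 3 (0.356), Tough 6 (0.0857) or Tender 6 (0.0569), nor with array weights (0.229), a minimum mean of 1 FPKM (0.0587), a pseudocount of 0.1 (0.0525) or the 90% rule for transcripts (0.108). The log2 fold change of *C1QA* turned negative without Tough 1 (-0.13), Tough 5 (-0.057), Tender 3 (-0.28) or Tender 5 (-0.18) and with the highest transcript (-0.36) or the plain sum of transcript FPKM (-0.31). That of *CXCL9*, -0.17, turned to 0.0070 without Tough 3 or Tough 6, 0.32 with array weights and 0.058 with a pseudocount of 0.1, and that of *CXCL10*, -0.18, turned to 0.20 and 0.22 with the latter 2. In both genes the other Tender libraries lay within or below the range of the Tough libraries, so the lean to Tender rests on Tender 2. No log2 fold change without that library is given for either gene.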

Cluster 2 constituted CXCL9, CXCL10, ADRA2C, CCL4, CTSC, FCN2, C2, C3, C4 and C1QA associated with skeletal muscle tissue development, calcium ion transport and proteolysis regulation. Cluster 3 constituted COL1A1, COL1A2, COL12A1 and COL14A1 associated with cellular and collagen metabolic processes. Cluster 4 constituted MYLK2, MYLK4 and PAK1 associated with skeletal muscle tissue development and protein autophosphorylation. 

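*PAK1*, a kinase that acts on the actin cytoskeleton, was the member of this cluster that differed most, with 5.89 ± 2.66 FPKM in the Tough group and 2.58 ± 1.04 in the Tender group (SD, n = 6 each; exact permutation test, two-sided, p = 0.00866). Its log2 fold change was 1.02 (standard error 0.28, adjusted p = 1 from limma), and 3 of 6 Tough libraries exceeded the highest Tender library. *MYLK2*, the myosin light chain kinase of skeletal muscle, had 157 ± 74.4 and 126 ± 38.0 FPKM (exact permutation test, p = 0.485). *MYLK4* had 3.60 ± 4.10 and 2.03 ± 0.874 FPKM, and its log2 fold change of 0.17 turned negative without Tough 1 (-0.20), Tough 4 (-0.20) or Tender 6 (-0.056) and with the highest transcript (-0.092) or the plain sum of transcript FPKM (-0.12).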

Cluster 5 constituted MSTN, DMD and AQP4 associated with skeletal muscle tissue development.

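*AQP4*, a water channel of the fibre membrane, had low values, with 0.128 to 1.51 FPKM over the Tough libraries and 0 to 1.60 over the Tender libraries, where Tender 2 and Tender 5 are listed at 0 (exact permutation test, two-sided, p = 0.396). None of the 6 Tough libraries exceeded the highest Tender library.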

Furthermore, functional analysis carried out with IPA software revealed 12 networks enriched in DEGs (Table S6). In these analyses, the networks were ranked according to their size and the number of targeted genes and a network score was assigned. This score is estimated as the negative logarithm of the *p*-value calculated by Fisher’s exact test. The two networks closely related with tenderness and muscle development are showed in Table 3. 

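Of the 17 genes of network 5 listed in the paper, 16 were measured, and 11 of them were higher in the Tender group, counted from assigned transcripts. *KRT80*, an epithelial keratin, had 0.650 ± 0.637 FPKM in the Tough group and 3.50 ± 2.42 in the Tender group (SD, n = 6 each; exact permutation test, p = 0.0108). *ANGPTL4*, an inhibitor of lipoprotein lipase, had 7.14 ± 4.74 and 12.9 ± 3.77 FPKM, and the lipase *LPL* itself had 16.0 ± 6.11 and 33.4 ± 20.9 FPKM. Of the 16 genes of network 6, 13 were measured and 10 were higher in the Tough group. *TRIB1*, a pseudokinase that marks proteins for degradation, had 5.61 ± 1.30 FPKM in the Tough group and 3.42 ± 0.750 in the Tender group (exact permutation test, p = 0.00433), with 5 of 6 Tough libraries above the highest Tender library. *ZIC1*, a transcription factor of trunk muscle and skeleton, had 1.92 ± 0.697 and 1.27 ± 0.0996 FPKM. Adjusted over the list alone, 1 gene of each network passed and over all genes none did (limma). The networks were built from genes chosen on these samples, which is no independent evidence of their direction.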

Functions described in gene network #5 (Figure 1) are related with *connective tissue development* *and function, tissue morphology and lipid metabolism* and in gene network #6 (Figure 2) with *cell morphology, cellular assembly, organization, function and maintenance.* Other networks which enclosed relevant DEGS among the Tender and Tough groups are represented in Figure S3 (network #8) and Figure S4 (network #9).

#### 3.3.1. Canonical Pathways Analysis

An additional functional interpretation of global gene expression differences was carried out. A total of 86 canonical pathways were significantly enriched (*p*-value < 0.05) in the dataset of 200 DEGs (Table S7). Furthermore, the analysis reported 12 pathways with assigned z-score, predicting an overall increase in the activity of the pathway in the Tough group when z-score was greater than zero and an overall increase of the pathway in the Tender group when z-score was less than zero, but none of them were significantly activated or inhibited (z-score > 2 or < −2, Table 4). For instance, RhoA Signaling, PPARα/RXRα Activation and White Adipose Tissue Browning showed a trend for activation in the Tender group. On the other hand, some of the pathways presented a positive z-score indicating a trend for activation in the Tough group, as Actin Cytoskeleton Signaling, ILK signaling, Tec Kinase Signaling, Integrin Signaling and Rho Family GTPases. 

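The genes behind these pathways went both ways. Of the measured members of integrin signalling 4 of 6 were higher in the Tough group, as in ILK signalling and in actin cytoskeleton signalling. *PFN2*, an actin-binding profilin that the paper lists in integrin and actin cytoskeleton signalling, was higher in Tender, with 20.0 ± 5.42 FPKM in the Tough group and 32.6 ± 6.91 in the Tender group (SD, n = 6 each; exact permutation test, p = 0.00433). Of the 5 measured genes of PPARα/RXRα activation 3 were higher in Tender, as were 2 of the 3 measured genes of white adipose tissue browning. *ADCY6*, an adenylate cyclase in both sets, had 0.948 ± 0.376 and 1.23 ± 0.342 FPKM, and its log2 fold change of -0.27 turns to 0.13 with the plain sum of transcript FPKM. Adjusted over the list alone, 3 genes of integrin, 2 of actin cytoskeleton and 0 of ILK signalling passed. The study picked these genes on these samples, so neither is independent evidence, and *MYH8*, which the sets of ILK and actin cytoskeleton signalling hold, has a value in 1 library only.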

With regards to other significantly enriched canonical pathways (*p*-value < 0.05, Table S7), it is worth mentioning calcium signaling (*p*-value = 0.02) and IGF-1 signaling (*p*-value = 8.7 × 10^−3^).

We found some evidence that canonical pathways related to cell cycle, motility, organization and function, apoptosis, immunological system and lipid metabolism were enriched in the Tender group and that pathways related to skeletal muscle development and growth, such as with cell function, movement and survival presented a trend for activation in the Tough group.

#### 3.3.2. Transcription Regulatory Factors

The upstream analysis and regulator effect tools of IPA were applied to analyze potential transcription regulatory factors of DEGs involved in different molecular processes, which may explain the differential expression observed between the Tender and Tough group.

A total of 860 transcriptional regulators were identified (*p*-value < 0.05, Table S8). Moreover, the sense of activation state was statistically significant predicted for 11 of them (z-score > 2 or z-score < −2, Table 5), five were activated in the Tender group (z-score < −2, KLF11, IL4, PPARG, OGT and NOS2) and six were activated in the Tough group (z-score >2, IGF1, VGLL3, SEMA7A, PTH, TRIM24 and SATB1). 

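*IGF1* had 0.225 ± 0.0756 FPKM in the Tough group and 0.340 ± 0.282 in the Tender group (SD, n = 6 each; exact permutation test, two-sided, p = 0.485). *VGLL3*, a co-factor of TEAD transcription factors, had 0.747 ± 0.212 and 0.887 ± 0.635 FPKM (exact permutation test, p = 0.838), and *SATB1*, a chromatin organizer, had 0.834 ± 0.737 and 0.325 ± 0.0559 FPKM (exact permutation test, p = 0.156). *SEMA7A* had mean levels of 2.60 FPKM in the Tough group and 2.84 in the Tender group, *TRIM24* of 3.29 and 3.01, *OGT*, which adds N-acetylglucosamine to proteins, of 16.0 and 13.4, and *KLF11* of 3.98 and 5.10. *NOS2*, the inducible nitric oxide synthase, is listed at 0 in 3 libraries of each group and reached 0.348 FPKM at most. No transcript overlapped *IL4* or *PTH* in any library. None of the 6 tested regulators had an unadjusted limma p of at most 0.05. The log2 fold change of *OGT*, 0.33, turns to -0.21 with the highest transcript and -0.46 with the 90% rule for transcripts, that of *SATB1*, 0.53, to -0.20 with the plain sum of transcript FPKM, that of *VGLL3*, -0.078, to 0.13 without Tender 4 and 0.039 with array weights, and that of *TRIM24*, 0.11, to -0.041 without Tough 3.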

Regulator effect tool predicted just one regulator effect network (Figure 3). This network represented a causal hypothesis to interpret the regulatory potential mechanism of the upstream regulator (IGF1) in the expression of some DEGs.

### 3.4. RNA-Seq Validation by qPCR

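In the RNA-seq values of the 12 animals analysed here, *IRF1*, a transcription factor induced by interferon gamma, stood at 20.0 FPKM in Tender 2, at 0.501 to 1.075 FPKM in the other Tender libraries and at 0.579 to 1.59 in the Tough libraries. Without Tender 2 its log2 fold change turns from -0.52 to 0.15. *MX1*, an antiviral protein induced by type I interferon, had 1.59 ± 2.02 FPKM in the Tough group and 0.726 ± 0.406 in the Tender group (SD, n = 6 each; exact permutation test, p = 0.424), with 5.64 FPKM in Tough 1 and 0.313 to 1.45 in the other Tough libraries, and without Tough 1 its log2 fold change is 0.063 instead of 0.45. *SSH2*, a phosphatase that activates the actin-severing protein cofilin, had 6.67 ± 5.28 and 8.67 ± 6.87 FPKM (exact permutation test, p = 0.697), and *ELOVL6*, a fatty acid elongase, had 0.391 ± 0.157 and 0.409 ± 0.177 FPKM (exact permutation test, p = 0.881). The log2 fold change of *SSH2*, -0.26, turned to 0.064 without Tender 4, 0.11 with the highest transcript and 0.029 with the plain sum of transcript FPKM. The qPCR values were not analysed here.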

The relative expression of 10 genes was quantified with qPCR in the 13 samples in order to validate the results observed in the RNA-seq technique. We calculated Pearson correlation between RNA-seq and qPCR expression values, their corresponding *p*-values and the CCC. Table 6 shows the results of technical validation, where seven of the total of genes presented a correlation coefficient > 0.7, nine genes showed a significant *p*-value (*p*-value < 0.05) and only *MSTN* gene presented a suggestive significance value (*p*-value = 0.06). The CCC was equal to 0.828, suggesting a substantial general concordance between RNA-seq and qPCR expression values [31]. In addition, the *IRF1* gene showed the highest agreement between methods and *MSTN* gene presented the lowest concordance.

## 4. Discussion

In the present study, functional analysis of DEGs revealed a set of biological processes, canonical pathways and networks, potentially related with tenderness. In the functional enrichment analyses using FatiGO, there were an overrepresentation of processes related with *Proteolysis* such as Positive regulation of proteolysis involved in cellular protein catabolic process (GO:1903052), Cytosolic calcium ion transport (GO:0060401), Regulation of calcium ion transport (GO:0051924) or Actin-myosin filament sliding (GO:0033275); *Skeletal muscle tissue development and growth*: Skeletal muscle tissue development GO:0007519), Muscle cell development (GO:0055001), Skeletal muscle cell differentiation (GO:0035914), or Regulation of muscle system process (GO:0090257); *Lipid metabolism*: Lipid homeostasis (GO:0055088), Lipid storage (GO:0019915) or Positive regulation of lipid storage (GO:0010884) and *Collagen metabolic process*: Collagen metabolic process (GO:0032963), Collagen fibril organization (GO:0030199) or Collagen biosynthetic process (GO:0032964) (Table 2 and Table S5).

Next, the most relevant DEGs and their potential implications in the aforementioned biological pathways and processes will be detailed.

### 4.1. Proteolysis Process

It is well-known that the proteolytic system has a key role in meat tenderization [34], which is related with the degree of post-mortem alteration of proteins and muscle structure [35]. Several proteases such as calpains, calpastatins, cathepsins, caspases and kinases are involved in the meat tenderization process [34]. During the conversion of muscle to meat, cathepsins degrade actomyosin binding [34] and the weakening of the strong actomyosin interaction imply the widening of sarcomeres. Then, calpains are more able to hydrolyze associated proteins, allowing proteolysis and influencing the maturation of muscle [36]. In our study, a higher expression of the *Cathepsine C* gene (*CTSC*) in the Tender group was observed (Table 1). 

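*CTSC*, which encodes a lysosomal dipeptidyl peptidase, had 4.83 ± 1.04 FPKM in the Tough group and 8.63 ± 5.63 in the Tender group (SD, n = 6 each; exact permutation test, two-sided, p = 0.162), and 3 of 6 Tender libraries exceeded the highest Tough library. The gene lies on chromosome 9 from 21726628 to 21761796 of Sscrofa11.1. Its log2 fold change was -0.58 (standard error 0.34, adjusted p = 1 from limma). Of 22 measured genes of calpains, cathepsins and caspases, 15 were higher in Tender and 7 in Tough, with a median log2 fold change of -0.12 (camera in limma, adjusted p = 0.350), and none passed when adjusted over the list alone. Chosen after the data were seen, 2 settings took the list past the threshold, FPKM per exon base (0.0483) and genes with a transcript in all 12 libraries (0.0179). *CAPNS1*, the small calpain subunit, had 33.8 ± 5.03 FPKM in the Tough group and 41.0 ± 6.65 in the Tender group (exact permutation test, p = 0.0541). The means of *CAPN1*, encoding calpain 1, were 15.5 and 15.4 FPKM, and those of the calpain inhibitor *CAST* 17.2 and 16.1 FPKM, and the signs of their log2 fold changes (-0.014 and 0.027) turned without Tough 2 (0.026 and -0.098) or Tough 3 (0.065 and -0.13), and that of *CAST* also without Tender 1 (-0.011), Tender 2 (-0.033) or Tender 3 (-0.014). That of *CAPN1* also turned with the highest transcript (0.0040), the plain sum of transcript FPKM (0.048), median-of-ratios scaling (0.038) or quantile normalization (0.058).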

The functional analyses revealed that this gene is associated with the positive regulation of proteolysis (GO:1903052, Table 2). In a study comparing muscle expression in the Casertana pig breed with two commercial breeds, an overexpression of *CTSC* in Casertana muscle was also observed [37]. Like the Iberian breed, Casertana is an autochthonous breed characterized for having better meat quality than commercial ones. These results support that higher expression of *CTSC* is associated with a higher activation of the proteolysis process favoring the meat tenderization. Besides, in a variant calling analyses based on RNA-seq data of two Polish pig breeds divergent for meat tenderness, variants with different genotype distribution between breeds on *CTSC* gene were detected [38]; however, any association analyses between the genetic variants identified and tenderness have been carried out so far.

Furthermore, *Ras Homolog Family Member D (RHOD)* is overexpressed in the Tender group and codifies for a protein involved in reorganization of the actin cytoskeleton. Our functional analysis showed that *RHOD* was involved on actin filament organization GO_BP_ (GO: 0061572) (Table 2). *RHOD* gene maps on the porcine chromosome 2 (5.39 Mb) within a quantitative trait loci (QTL) for shear force detected in the F2 of a Duroc x Pietrain crossbred [39]. 

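In the annotation of Sscrofa11.1 used here *RHOD* lies on chromosome 2 from 5392546 to 5404214, on the minus strand. It was expressed at a low level, with 1.71, 1.16 and 0.986 FPKM in 3 Tender libraries and at most 0.494 FPKM in the Tough libraries. It is listed at 0 in Tough 3, Tough 6 and Tender 4. The log2 fold change was -0.56 (standard error 0.35, adjusted p = 1 from limma; exact permutation p = 0.204).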

In vitro studies have revealed that the interference of RHOD protein produces a higher cell attachment and diminishes cell migration [40]. Therefore, higher expression of the *RHOD* gene could ease the degradation of actin cytoskeleton during proteolysis.

Two of the most overexpressed genes in the Tough group were *Myosin Heavy Chain 8 (MYH8)* and *Actin Alpha 1, Skeletal Muscle (ACTC1)*, both enclosed in functional network #6 (Table 3), and functional analysis revealed that *MYH8* and *ACTC1* play a relevant role in GO_BP_ as actin-myosin filament sliding, structure organization and contraction (Table 2) and *ACTC1* is also involved in muscle cell development (GO: 0055001). 

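*ACTC1*, an actin of the heart and of developing muscle, varied among animals more than between groups. It reached 81.8 FPKM in Tough 4, 25.8 in Tough 2 and 20.0 in Tender 3, and stayed between 1.080 and 3.76 FPKM in the other 9 libraries. Its log2 fold change was 0.77 (standard error 0.97, adjusted p = 1 from limma; exact permutation p = 0.506), and 0.049 without Tough 4. *MYH8*, a myosin heavy chain of developing fibres, is listed at 0 in 11 libraries and at 11.6 FPKM in Tender 3. The cluster of fast myosin genes on chromosome 12 that holds it has 1 assembled transcript over the 12 libraries, so the sign it has in the counts over lists of the paper rests on that library. Of 14 measured genes of developing and regenerating muscle 6 were higher in Tough and 8 in Tender, and the list did not pass the test (camera in limma, adjusted p = 0.823), with a median log2 fold change of -0.044 and a mean of 0.29. The median turned to 0.0062 without Tough 1, 0.050 without Tough 6 and 0.053 without Tender 4, and above 0 with array weights (0.088), a minimum mean in each group (0.036), median-of-ratios scaling (0.0044), genes with a transcript in all 12 libraries (0.020), quantile normalization (0.031) or the 90% rule for transcripts (0.0029). *MYMK*, which drives the fusion of myoblasts, had 1.68 ± 0.930 FPKM in the Tough group and 2.32 ± 0.778 in the Tender group (SD, n = 6 each; exact permutation test, p = 0.182), and its log2 fold change of -0.44 turns to 0.072 with the 90% rule for transcripts.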

MYH8 protein is related with functions as skeletal muscle contraction, ATPase activity ([41] and actin filament binding [42]. A higher expression of this gene was related with muscle hypertrophy in a transcriptome analysis on Canadian double-muscled Large White pigs, which are characterized by having a notable muscle mass [43]. *ACTC1* encodes for a protein involved in skeletal muscle development [44] and contributes to the structural integrity of cytoskeleton [45]. Expression differences of *ACTC1* associated to tenderness have been uneven. In a study comparing the transcriptome of *Longissimus dorsi* between Shaziling pig, an autochthonous Chinese pig breed with a high-quality meat than Yorkshire, an overexpression of *ACTC1* was observed in Shaziling pig [46]. However, the study was carried out in 25-day-old pigs and the results could be different in older animals. On the other hand, in a study comparing the *Longissimus dorsi* transcriptome of male and female Qinchuan cattle individuals, in which females have tenderer meats, a down-regulation of *ACTC1* gene was observed. In our study, the overexpression of *ACTC1* is apparently associated with tougher meat.

*GADD45B* gene was overexpressed in the Tough group. This gene encodes for Growth Arrest and DNA Damage Inducible Beta protein, which plays a crucial role in cellular growth arrest and apoptosis, associated with stress signals [47]. 

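*GADD45B* stood high in 3 Tough animals, at 27.9 FPKM in Tough 2, 22.7 in Tough 5 and 21.2 in Tough 3, and at 10.6 FPKM in Tender 4, and it lay between 2.39 and 3.99 FPKM in the other 8 libraries. The gene lies on chromosome 2 from 76107928 to 76111458. Its log2 fold change was 1.18 (standard error 0.63, adjusted p = 1 from limma; exact permutation p = 0.102). Of 29 measured immediate early genes, which cells switch on within minutes of a stimulus, 20 were higher in Tough and 9 in Tender, with a median log2 fold change of 0.18 (camera in limma, adjusted p = 0.00990, and adjusted p = 0.629 with an estimated correlation). *DUSP1*, a phosphatase of stress kinases, had 45.8 ± 20.8 FPKM in the Tough group and 25.2 ± 18.0 in the Tender group (SD, n = 6 each; exact permutation test, p = 0.0779). *NR4A3*, an orphan nuclear receptor induced by exercise, went the other way, with 0.398 to 3.06 FPKM over the Tender libraries and at most 0.624 in the Tough libraries, where Tough 4 is listed at 0. Without Tender 1 the adjusted p of the list was 0.119, without Tender 3 0.166, without Tough 2 0.0892 and without Tough 5 0.0519. It did not pass with the highest transcript (0.0758) or the 90% rule for transcripts (0.499) either, and its median was negative with the 90% rule for transcripts (-0.068).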

The authors of [48] observed a higher expression of *GADD45B* in cattle *Longissimus thoracis* muscle with high ultimate pH values. Alteration of pH implies changes in the regulation of calcium transport pathways into the cellular sarcoplasm. When pH muscle is at isoelectric point (5.2 to 5.5) an increase in calcium concentration in the cell is produced, causing a rise of calpain activity [49,50], which degrades myofibrillar and cytoskeletal proteins, promoting meat tenderization [51]. A disparity of results regarding the relationship between pH and tenderness has been reported by other authors. While [6] did not observe a phenotypic relation between these traits, [52] determined that the relationship between pH and tenderness depends on the breed. In this study, we do not have pH values and we cannot conclude that the differential expression of *GADD45B* gene among groups could be explained by the pH.

*ACTC1* and *RHOD* codify for proteins involved on ILK and Integrin signaling pathways (Table 4). ILK Signaling is related with cell survival and apoptosis [53] and Integrin Signaling is linked with cell apoptosis and regulation of actin cytoskeleton [54]. Interestingly, [15] reported pathways involved in cellular apoptosis (survival) and stress response as important factors of tenderization. Moreover, apoptosis is considered one of the first steps in development of meat tenderization, inducing biochemical and structural muscle changes [55]. In the same direction that *GADD45B,* *ACTC1* and *RHOD* have been associated with cellular apoptosis.

Other important DEGs that could be involved in proteolysis, with higher expression in the Tender group, were *Calsequestrin 2* (*CASQ2*), *Cholinergic Receptor Nicotinic Alpha 9 Subunit* (*CHRNA9)* and *Ankyrin Repeat Domain 1 protein* (*ANKRD1*). 

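*CASQ2*, the calcium store protein of slow and heart muscle, had 3.33 ± 1.87 FPKM in the Tough group and 8.21 ± 4.32 in the Tender group (SD, n = 6 each; exact permutation test, two-sided, p = 0.0260), with 4 of 6 Tender libraries above the highest Tough library. *ANKRD1*, a stretch-responsive protein of the sarcomere, had 139.9 ± 44.2 and 280.0 ± 152 FPKM (exact permutation test, p = 0.0454). *CHRNA9*, a nicotinic receptor subunit, was below the filter, at 0.0997 to 0.373 FPKM over the Tender libraries and 0 to 0.232 over the Tough libraries, with 1 Tough library listed at 0 (exact permutation test, p = 0.0152). The log2 fold changes were -1.20 for *CASQ2* (standard error 0.41) and -0.88 for *ANKRD1* (standard error 0.35), each with an adjusted p = 1 from limma. Of 23 measured genes of calcium handling, 16 were higher in Tender and 7 in Tough, with a median log2 fold change of -0.15 (camera in limma, adjusted p = 0.495). *ATP2A1*, the calcium pump of fast fibres, had 1677 ± 124 FPKM in the Tough group and 1454 ± 289 in the Tender group, and the plasma membrane pump *ATP2B2* had 3.84 ± 0.923 and 2.72 ± 1.07 FPKM. For *ATP2A1* the log2 fold change of 0.23 turns to -0.18 with the highest transcript and -0.99 when only transcripts with at least 90% of their bases in the gene are used. *CASQ2* lies on chromosome 4 from 104918204 to 104984019, *CHRNA9* on chromosome 8 from 31430933 to 31456385 and *ANKRD1* on chromosome 14 from 102603777 to 102612857.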

*CASQ2* codifies for a protein involved in calcium store in the sarcoplasmic reticulum and also modulate calcium homeostasis, calcium release and muscle contraction [56]. In the functional analyses, there was an enrichment of the *CASQ2* gene in GO annotations related with calcium transport and muscle contraction (Table 2). Differential expression of *CASQ2* was also observed in several studies contrasting the transcriptome of breeds divergent for several meat quality parameters including tenderness in some cases. These studies compared the muscle transcriptome of Basque vs. Large White [13], Iberian vs. Duroc × Iberian crossbred [57] and Wannanhua vs. Yorkshire breeds [58]. However, in these studies, the highest expression level of *CASQ2* was observed in the breed with the tougher meats. This disagreement could be due to the fact that the expression differences observed in these studies are between breeds divergent for different quality traits and that, in our study, we analyzed the expression differences between Iberian pigs divergent for meat tenderness.

*ANKRD1* gene was proposed as candidate gene for meat quality by [59] since they observed in their study that it could be a transcriptional regulator of myogenesis and of myofibril assembly in porcine LD muscle of Duroc x Pietrain. In the present study, an enrichment of this gene was observed in GO_BP_ related with cellular assembly involved in morphogenesis and myofibril assembly, actomyosin structure organization and sarcomere organization (Table S5). In addition, *ANKRD1* is involved in biological processes related with muscular growth as skeletal muscle tissue development and muscle cell differentiation linked to myogenesis (Table 2). The authors of [13] also observed a higher expression of *ANKRD1* in Large White than in Basque pigs and proposed that ANKRD1 interacts with CASQ2 protein, which regulates calcium homeostasis in skeletal muscle as it was observed in cardiac muscle [56]. The overexpression of both genes in tenderer meat group observed in our study would support this hypothesis.

*Cholinergic Receptor Nicotinic Alpha 9 Subuni*t (*CHRNA9*) was enriched in a biological process related to the regulation of cytosolic calcium concentration (Table S5), and the canonical pathway analysis interpreted that *CHRNA9* is involved in Calcium signaling pathway, together with *ACTC1*, *CASQ2* and *MYH8* genes (Table S7). High expression of *CHRNA9* was associated with tenderer meats in F2 animals from Duroc × Pietrain cross [60]. One more time, a regulation of the calcium releasing to the cytoplasm would have related with proteolytic enzymatic activity and have an influence on meat tenderness.

### 4.2. Skeletal Muscle Tissue Development and Growth

As we mentioned above, the genetic selection of most common European breeds has usually been focused on improving the efficiency of lean tissue growth. The increase in growth rate and lean meat percentage could alter other meat characteristics such as myofiber composition [61] which would have an impact on meat tenderness. Nevertheless, it should be noted that Iberian pigs have not been previously selected for this or other related traits.

Our transcriptome analysis revealed some pivotal DEGs related with cellular and muscle development such as *MSTN*, *DMD*, and *FOS*, were overexpressed in the Tough group. 

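*MSTN*, per exon base, had 2.26 ± 0.648 FPKM in the Tough group and 1.50 ± 0.880 in the Tender group (SD, n = 6 each; exact permutation test, two-sided, p = 0.0974), with 1 of 6 Tough libraries above the highest Tender library. *FOS*, also per exon base, had 21.7 ± 11.0 and 17.3 ± 18.0 FPKM (exact permutation test, p = 0.221), with 42.3 FPKM in Tender 4 and 37.6 in Tender 6. *DMD* had 3.43 ± 1.37 and 3.33 ± 1.96 FPKM (exact permutation test, p = 0.820), and its highest value, 7.25 FPKM, was in Tender 4. The log2 fold changes were 0.55 for *MSTN* (standard error 0.27), 0.93 for *FOS* (standard error 0.64) and 0.077 for *DMD* (standard error 0.29), each with an adjusted p = 1 from limma. *MSTN* lies on chromosome 15 from 94623526 to 94628440, *FOS* on chromosome 7 from 98449508 to 98451971 and *DMD* on chromosome X from 27028223 to 29650728. From assigned transcripts alone *MSTN* is listed at 0 in 8 libraries and its log2 fold change is -0.73, that of *FOS* is 0.015 (exact permutation p = 0.994), and that of *DMD* turns to -0.039 without Tough 2, -0.038 without Tough 3 and -0.016 without Tender 3 and is 0.30 without Tender 4.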

*Myostatin* (*MSTN)* encodes for a protein that inhibits myogenesis. This process consists of the growth and differentiation of muscle. The inhibition or loss of function of this gene produces an increase in muscle and reduced fat mass that have been reported in several animal species as cattle [62] or sheep [63]. In pigs, *MSTN* null mutations generated in Meishan individuals reproduced the double muscle phenotype and meat from pigs homozygous for the mutation was tenderer than the wild-type ones [64]. This study agrees with our results, and both seem to be contradictory since we would expect that animals with higher muscle mass have tougher meat. However, the role paper of MSTN on adipogenesis has to be considered too. Despite this general lower fat mass content, an inhibition of adipogenesis in intramuscular preadipocytes isolated from porcine *Longissimus dorsi* muscles has been observed [65]. In the current study, the intramuscular fat content in the animals with tougher meat was lower (%IMF = 3.38 ± 0.73) than that measured in the group with tenderer meat (%IMF = 7.81 ± 2.29). Therefore, this higher expression in the Tough group could inhibit the adipogenesis in intramuscular fat of these animals.

*DMD* encodes for dystrophin protein, which has a relevant role in structural function stabilizing the sarcolemma and anchoring the extracellular matrix to the cytoskeleton via F-actin [66]. The authors of [67] suggested that a decrease in the activity of this essential protein may result in progressive porcine *Biceps femoris* muscle degeneration and wasting. Network #6 (Figure 2) shows that *DMD* could activate *MYH8*. Therefore, higher expression of *DMD* seems to result in a better assembly of actin filament binding, which could be more resistant to degradation by proteases hindering the meat tenderization.

*Fos proto-oncogene* (*FOS*) belongs to the immediate early gene family of transcription factors. *FOS* is involved in the maintenance of cytoskeleton, cell-grown regulation, proliferation and differentiation [68]. *FOS* gene maps in a QTL for skeletal muscle fiber detected in a Meishan x Pietrain F2 [69] and codifies for a transcription factor involved that has been previously identified as regulating myogenesis [70]. Differential expression of this gene on muscle has been observed between different breeds divergent for growth and meat quality at different age stages [13,71,72]. In the current study, functional analyses related this gene with skeletal muscle tissue development and cell differentiation (Table 2) as well as connective tissue development (Figure 1). Moreover, IPA analysis showed that *FOS* participates on the IGF-1 signaling pathway (Table S7), which is involved in the activation of receptor tyrosine kinase activity, thereby initiating cell proliferation, cell differentiation and cell survival [73,74] also is an important regulator of cellular growth and metabolism [73].

### 4.3. Lipid Metabolism

It is well known that the intramuscular fat (IMF) content is a main determinant of tenderness in pig. The positive relation between IMF and tenderness could be due to fat cell expansion that may open the muscle structure favoring the muscle separation [75]. However, this relationship is controversial, and it is very influenced by the pig breed [52]. Both IMF and tenderness are heritable traits and the positive genetic correlation among them suggests a common genetic background between IMF and tenderness has also been reported by several authors [76,77]. In addition, some transcriptome studies have shown that genes encoding proteins implicated in IMF accretion are overexpressed in tender pork [78] and it was also proposed that higher IMF content could ease the tenderization associated with the cooking process [78].

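Genes that take up and burn fatty acids leaned to the Tender group. Of 27 measured ones 24 were higher in Tender and 3 in Tough, with a median log2 fold change of -0.29 (camera in limma, adjusted p = 0.000215, and adjusted p = 0.454 with an estimated correlation), and none passed when adjusted over the list alone. *FABP3*, the fatty acid carrier of muscle, had 276 ± 145 FPKM per exon base in the Tough group and 530.5 ± 324 in the Tender group (SD, n = 6 each; exact permutation test, p = 0.169). *PPARGC1A*, a co-activator of mitochondrial genes, had 0.949 ± 0.378 and 2.01 ± 1.27 FPKM (exact permutation test, p = 0.0476), and 3 of 6 Tender libraries exceeded the highest Tough library in either gene. *ETFDH*, which passes electrons from fatty acid oxidation to the respiratory chain, had 65.5 ± 14.2 and 94.0 ± 15.8 FPKM, and *CPT2*, which brings fatty acids into the mitochondrion, had 7.59 ± 2.72 and 12.3 ± 3.55 FPKM. The log2 fold change of *FABP3* was -0.86 (standard error 0.51) and that of *PPARGC1A* -0.69 (standard error 0.29), both with an adjusted p = 1 from limma. Markers of fat cells did not separate the groups, with 6 of 13 measured ones higher in Tough and 7 in Tender (median -0.050, and 0.023 without Tender 5, and above 0 with array weights (0.0057), the highest transcript (0.010) or the 90% rule for transcripts (0.0021); camera, adjusted p = 0.652). *FABP4*, the carrier of fat cells, had 16.7 ± 5.48 FPKM in the Tough group and 19.3 ± 5.27 in the Tender group, and the lipase *LIPE* had 19.4 ± 7.78 and 34.3 ± 15.9 FPKM. The paper reports a lower intramuscular fat content in the Tough animals, so the fat cell markers do not make the groups alike in fat. Whether fat content bears on the lean of the fatty acid genes was not tested. *FABP3* lies on chromosome 6 from 87943003 to 87950708 and *PPARGC1A* on chromosome 8 from 17841844 to 18527953.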

Interestingly, our results showed some DEGs involved in biological process related with lipid metabolism that are overexpressed in animals with tenderer meat such as *Fatty Acid Binding Protein 3 (FABP3)* and *Peroxisome Proliferator-Activated Receptor Gamma Coactivator 1-Alpha (PPARGC1A)*. *FABP3* encodes for a member of the fatty acid-binding protein family that comprises a group of small cytosolic proteins, which specifically bind and transport intracellular fatty acids. There are several studies that find associations between polymorphisms in *FABP3* gene and IMF in different pig breeds [79,80,81]. Besides, [80] reported associations between polymorphisms mapped in the *FABP3* gene and tenderness, and a positive correlation between the expression of this gene and IMF in muscle of a Korean x Yorkshire F2. *PPARGC1A* codifies for a transcription factor which regulates hormone receptors and transcription factors involved in adipogenesis and adipocyte differentiation [82] also promotes the fiber conversion to oxidative-type ones [83]. Therefore, this protein could be related with tenderness not only favoring the adipogenesis and IMF content but also for its influence in muscle fiber composition. 

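Genes of slow oxidative fibres leaned to the Tender group and those of fast glycolytic fibres to the Tough group. Of 14 measured slow fibre genes 13 were higher in Tender, 3 of them when adjusted over the list alone, with a median log2 fold change of -0.46 (camera in limma, adjusted p = 4.38e-06, and adjusted p = 0.262 with an estimated correlation). *MYL2*, the regulatory myosin light chain of slow fibres, had 1502 ± 449.6 FPKM in the Tough group and 2574 ± 809.5 in the Tender group (SD, n = 6 each; exact permutation test, p = 0.0152), *MYOZ2*, a protein of the Z-disc, had 118 ± 26.9 and 226 ± 98.6 FPKM (exact permutation test, p = 0.0238), and the slow tropomyosin *TPM3* had 105 ± 20.1 and 143 ± 35.6 FPKM (exact permutation test, p = 0.0606). Of 21 measured fast fibre and glycolysis genes 14 were higher in Tough and 7 in Tender, with a median of 0.14 (camera, adjusted p = 0.00527, and adjusted p = 0.454 with an estimated correlation), and none passed over the list alone. *PFKM*, the phosphofructokinase of muscle, had 563 ± 106.3 FPKM in the Tough group and 455 ± 80.0 in the Tender group, and *LDHA*, a lactate dehydrogenase, had 1366 ± 296 and 1109 ± 413 FPKM. The fast fibre list did not pass without Tender 4 (adjusted p = 0.490) or Tough 6 (adjusted p = 0.116), nor with array weights (0.330) or the 90% rule for transcripts (0.456). With the 90% rule its median was -0.12 and the log2 fold changes of *PFKM* and *LDHA* were -1.79 and -0.12, and with the highest transcript that of *PFKM* was -0.075, against 0.30 and 0.34 with the chosen measure. The fast myosins *MYH1*, *MYH2* and *MYH4* have no transcript in any library. Of 19 measured genes of oxidative phosphorylation 12 were higher in Tender and 7 in Tough (median -0.043, 0.0096 without Tough 6, and above 0 with median-of-ratios scaling (0.010) or quantile normalization (0.068), mean 0.23; camera, adjusted p = 0.884).

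**Figure D2:**
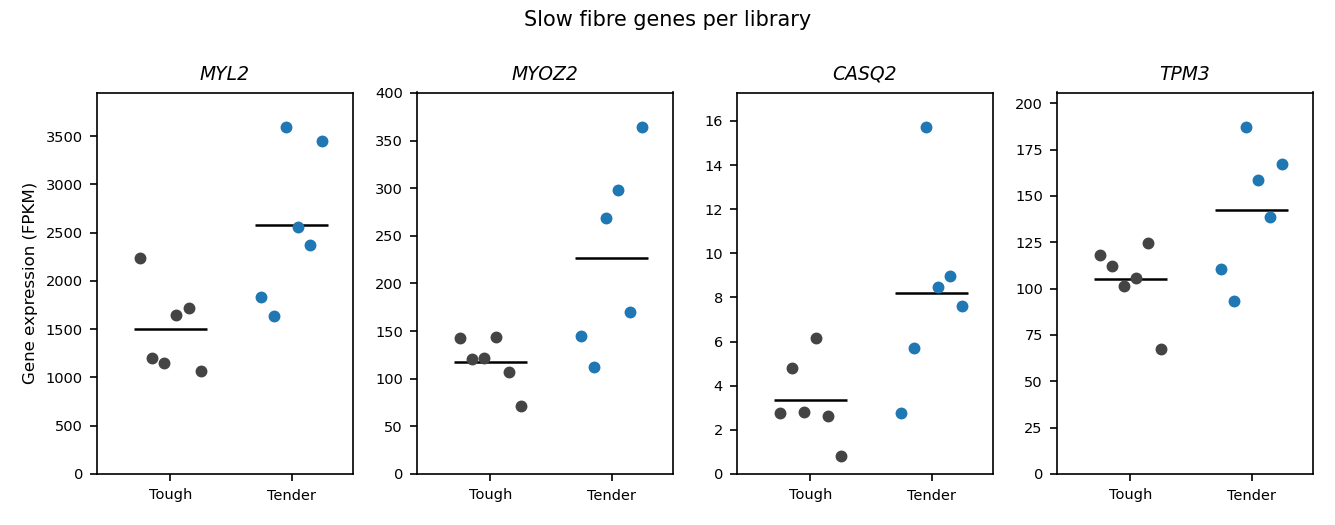
FPKM of MYL2, MYOZ2, CASQ2 and TPM3 in the 6 Tough and 6 Tender libraries. Points are libraries and lines are group means. The Tender mean is above the Tough mean in each panel, and the groups overlap in each.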

Actually, there are several studies that report association between polymorphisms located in this gene and tenderness in a commercial hybrid pig population [84]. In the current study, Figure 1 shows as *PPARGC1A* activates *FABP3* and *CTSC* that could suggest favoring the adipogenesis and proteolysis in the group with tenderer meat. Furthermore, *PPARGC1A* is involved in PPARα/RXRα Activation and White Adipose Tissue Browning pathways, which presented a trend for activation in the Tender group and are related with lipid metabolism. Peroxisome proliferator-activated receptor-α (PPARα) heterodimerizes with retinoid x receptor (RXR) and play a role in the transcription of regulator genes of adipocyte differentiation and fatty acid oxidation [85].

It is well known that there is a moderate antagonism between muscular development and intramuscular fat content (IMF) in pigs [86]. In the previous study carried out in the same pig population [24], an overexpression of genes related with myogenesis and skeletal muscle development on animals with low IMF content such as *ACTC1*, *DMD* and *FOS* was observed. As we previously mentioned, our findings indicate that *ACTC1*, *DMD* and *FOS* are upregulated in the Tough group, supporting the hypothesis that IMF is related to the tenderization process in Iberian pigs.

### 4.4. Collagen Metabolic Process

Collagen protein determines the structural support and strength of the extracellular matrix in the connective tissue [87]. Collagen content depends on animal species and age. For instance, collagen crosslinks in older animals is considered related with tougher meat [88] and meat tenderness usually decreases when animals are older as well. Therefore, collagen content seems to contribute to meat toughness. High correlation between collagen content and shear force values measured with Warner–Bratzler method on cattle were found [89]. However, other studies have observed lower correlations in different cattle breeds and ages [90,91]. In a theoretical study, [92] revealed that meat can be ranked in terms of tenderness using the number of collagen crosslink per volume of cooked meat.

In our study, we detected higher expression of several collagen-encoding genes in tougher meat samples compared with tenderer samples, suggesting a differentiation in collagen constituents between divergent samples for shear force. Our gene ontology analysis revealed that cluster 3 (Figure S2) contained DEGs from the collagen family (*COL1A1*, *COL1A2*, *COL12A1* and *COL14A1*), upregulated in the Tough group. Among these DEGs cited previously, *Collagen Type XIV Alpha 1 Chain* (*COL14A1)* encodes for a protein that plays a key role in the extracellular matrix structure organization, cell-cell adhesion and collagen fibril organization [93]. 

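Collagen genes leaned to the Tough group. Of 14 measured ones 13 were higher in Tough, with a median log2 fold change of 0.24 (camera in limma, adjusted p = 5.71e-05, and adjusted p = 0.454 with an estimated correlation), and none passed when adjusted over the list alone. *COL1A1* and *COL1A2*, the chains of type I collagen, had 19.3 ± 11.0 and 13.6 ± 6.49 FPKM in the Tough group and 11.5 ± 4.51 and 9.49 ± 3.13 in the Tender group (SD, n = 6 each; exact permutation tests, p = 0.186 and 0.245), and 3 of 6 Tough libraries exceeded the highest Tender library in either gene. *COL14A1*, which binds to the surface of collagen fibrils, had 1.73 ± 0.679 and 0.990 ± 0.555 FPKM (exact permutation test, p = 0.0520), a log2 fold change of 0.60 (standard error 0.26, adjusted p = 1 from limma). *COL3A1*, type III collagen, had 26.9 ± 10.6 and 17.8 ± 13.3 FPKM. Of 27 measured matrix genes of fibroblasts 23 were higher in Tough, with a median of 0.10 (camera, adjusted p = 0.00785, and adjusted p = 0.619 with an estimated correlation). *SFRP4*, an inhibitor of Wnt signalling, had 2.69 ± 1.62 FPKM in the Tough group and 1.42 ± 0.349 in the Tender group (exact permutation test, p = 0.0541). The matrix list did not pass without Tough 1 (0.114), Tough 4 (0.198) or Tender 2 (0.160), nor with array weights (0.118), the plain sum of transcript FPKM (0.145) or the 90% rule for transcripts (0.108), and its median was -0.0014 without Tough 1. With the plain sum of transcript FPKM the log2 fold change of *COL14A1* turns to -0.22 and that of *COL1A2*, 0.41, to -0.0017, and that of *COL3A1*, 0.71, turns to -0.32 with the 90% rule for transcripts. *COL14A1* lies on chromosome 4 from 18690197 to 18925111 and *COL1A1* on chromosome 12 from 26379087 to 26397180.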

Other authors have also reported differential expression of *COL14A1* between pigs that, a priori, can be divergent for meat tenderness. In the same sense, here, [57] showed that *COL14A1* was upregulated in the transcriptome of Duroc x Iberian pigs compared with Iberian purebred pigs, which are expected to have tenderer meat. In addition, higher expression of this gene was observed in Yorkshire pigs than in Wannanhua [58] and Wei [94] pig breeds with better meat quality properties.

In summary, the use of two different bioinformatics software for functional analysis showed that some of the most significant differential expressed genes encode proteins that have been involved in similar relevant biological functions, networks and pathways. Genes encoding for proteins involved in proteolysis and activators of the conversion of muscle to meat in *post-mortem* process are overexpressed in tenderer meat. Otherwise, those genes codifying for proteins that activate myogenesis, stimulate the muscle development and constitute the extracellular matrix of connective tissue are overexpressed in tougher meat.

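Over the 16 genes of Table 1, 15 passed the filter, of which 6 were higher in Tough and 9 in Tender, *MYH8* among the 9 by its value in 1 library and *MSTN* by its assigned transcripts (it is higher in Tough per exon base), and none passed limma's adjusted threshold. The paper states that genes of proteolysis and of the conversion of muscle to meat are higher in tender meat, and that genes of myogenesis, muscle development and the extracellular matrix are higher in tough meat. It names *FABP3* and *PPARGC1A* among the genes of lipid metabolism that were higher in the Tender group.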

The results here are very relevant and support that part of the tenderness variability can be explained by genetics. However, tenderness is a complex trait that can be affected by pre-slaughter conditions as stress situations and other post-mortem factors as temperature [1]. These factors should also be always controlled to avoid undesirable meat textures.

### 4.5. Transcription Regulatory Factors

A study of the potential regulatory factors explaining the observed expression differences between groups was also carried out. It is not necessary that the regulatory factors are differentially expressed since they can join to DNA sequences adjacent to DEGs with more or less affinity due to potential mutations located in these DNA motifs or in coding sequences of the regulatory factors that could alter the final protein structure.

The IPA analyses predicted a regulator effect network that could explain the expression of some DEGs. Figure 3 represented causal hypotheses to interpret the regulatory potential mechanism of the upstream regulator IGF1 on *FOS, FN1, COL1A1* and *THY1*. Apparently, IGF1 activates the expression of *FOS, FN1, COL1A1* and *THY1* that are overexpressed in Iberian pigs with tougher meats and inhibits the expression of CCAAT/enhancer binding protein delta (*CEBPD*) and proteasome subunit beta 8 (*PSMB8*) which are repressed in this type of pigs. 

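*FN1*, fibronectin of the extracellular matrix, had 6.07 ± 2.73 FPKM in the Tough group and 3.91 ± 1.66 in the Tender group (SD, n = 6 each; exact permutation test, two-sided, p = 0.154), and 3 of 6 Tough libraries exceeded the highest Tender library. *THY1*, a surface protein of fibroblasts, had 9.73 ± 6.45 and 7.10 ± 3.37 FPKM (exact permutation test, p = 0.606), and *CEBPD* had 15.1 ± 8.91 and 22.3 ± 12.4 FPKM (exact permutation test, p = 0.290). *IGFBP5*, a binding protein of insulin-like growth factors among the IGF1 targets of Table 5, had 9.27 ± 3.26 FPKM per exon base in the Tough group and 3.65 ± 1.75 in the Tender group (exact permutation test, p = 0.00649), a log2 fold change of 1.27 (standard error 0.30, adjusted p = 1 from limma), with 5 of 6 Tough libraries above the highest Tender library. Over the 6 genes of the network of Figure 3, 4 were higher in Tough and 2 in Tender, and none passed when adjusted over the list alone. Of the 10 IGF1 targets of Table 5, 8 were measured from assigned transcripts, 4 higher in each group, with a median log2 fold change of -0.26. In this count *MYH8* is higher in Tender by its value in Tender 3 alone, and *PSMB8* turns to 0.062 without Tender 2. The log2 fold change of *FOS* is 0.015 there and 0.93 per exon base. *IGFBP5* and *CCL4*, which have no assigned transcript, are not counted. The study picked these targets on these samples, which is no independent evidence. The sign of *CEBPD* turns to 1.73 with the 90% rule for transcripts.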

As was explained above, *FOS* is involved in muscle growth and development and *COL1A1* in the extracellular matrix constitution; therefore, a higher activation of this process seems to make tougher meat. On the other hand, *CEBPD* plays an essential role during the earliest phases of the adipocyte differentiation [95] and *PSMB8* maps in a genomic region explaining part of the IMF phenotypical variance observed in Iberian pigs [96]. Therefore, IGF1 would activate the muscle growth and inhibit adipogenesis explaining the antagonism relationship between these traits.

One of the most significant regulatory factors is vestigial-like family member 3 (VGLL3) (Table 5), which was identified as a transcriptional co-factor associated with myogenesis, skeletal muscle development and muscle hypertrophy [97]. 

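*COL12A1*, a collagen bound to the surface of fibrils, lay below the filter on low values, with 0.475 ± 0.257 FPKM in the Tough group and 0.239 ± 0.114 in the Tender group (SD, n = 6 each; exact permutation test, two-sided, p = 0.0758). In 4 of 6 Tough libraries it was higher than in any Tender library. The other 3 targets of VGLL3 in Table 5, *COL1A1*, *COL1A2* and *GADD45B*, were tested and all had a higher mean in the Tough group, with a median log2 fold change of 0.59 over the 3, where that of *COL1A2* turns to -0.0017 with the plain sum of transcript FPKM. None was called with limma, and the study chose the 4 genes on these samples, so their direction is not independent evidence.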

VGLL3 was predicted to be activated in tougher samples inducing the expression of *COL12A1, COL1A1*, *COL1A2* and *GADD45B* genes. Some of them are involved in collagen metabolic process (*COL12A1, COL1A1*, and *COL1A2*), cellular growth and apoptosis (*GADD45B*). Therefore, a higher activity of this transcription factor would hinder the tenderization process.

Peroxisome proliferator-activated receptor gamma (PPARG) is a ligand-dependent nuclear receptor known as the “master regulator of adipogenesis”, being related with lipid metabolism processes as adipose differentiation [98] and it has been identified as a potential candidate genes for improving IMF content [99]. Moreover, a higher expression of PPARG gene have been observed in Iberian piglets [100] and foetuses [72] than in Duroc x Iberian piglets and Large-White foetuses, respectively, which have less IMF content than Iberian ones. 

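*PPARG* was expressed at 0.343 ± 0.202 FPKM in the Tough group and 0.406 ± 0.0972 in the Tender group (SD, n = 6 each; exact permutation test, two-sided, p = 0.405), below the filter on low values. The gene lies on chromosome 13 from 68301566 to 68433951 of Sscrofa11.1. Of its 10 targets in Table 5, 9 were measured, and 6 of them were higher in Tender, 4 at an unadjusted limma p of at most 0.05, with a median log2 fold change of -0.68. *CRABP2*, a carrier of retinoic acid among these targets, had 3.63 ± 1.89 FPKM in the Tough group and 7.42 ± 9.76 in the Tender group (exact permutation test, p = 0.463), with 27.3 FPKM in Tender 3 and 2.38 to 4.28 in the other Tender libraries, and its log2 fold change of -0.55 is -0.076 without Tender 3. The measured targets higher in Tough were *COL1A1*, *COL1A2* (which turns to -0.0017 with the plain sum of transcript FPKM) and *FN1*, and *IGFBP5*, which has no assigned transcript, was also higher there per exon base (log2 fold change 1.27). No target passed when adjusted over the list alone, and the study chose them on these samples, so the direction is not independent evidence.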

In this study, although the expression differences of this gene were not observed, the upstream analysis identified this gene as an activator of *FABP3* and *PPARGC1A*, which, as has been pointed out above, are overexpressed in the Tender group and promote adipogenesis and increase IMF content.

### 4.6. Candidate Genes for an Iberian Pig-Breeding Program

The ultimate objective of this study was to propose several candidate genes for searching polymorphisms and design a genotyping panel for improving tenderness in Iberian pigs. In further steps, polymorphisms with divergent allelic frequencies should be identified in the regulatory regions of the proposed candidate genes and association analyses between their genotypes and shear force should be carried out in the same Iberian pig population.

In summary, the most promising candidate genes to be selected are involved in proteolysis processes (*ACTC1, ANKRD1, CHRNA9, CTSC* and *RHOD*), skeletal muscle tissue development and growth (*DMD* and *FOS*), lipid metabolism (*FABP3* and *PPARGC1A*) and collagen metabolic process (*COL14A1*). 

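In the 6 Tough animals *MSTN*, per exon base, had a Pearson r of -0.86 with shear force (exact permutation p = 0.0292, adjusted p = 0.633) and a Spearman correlation of -0.83 (exact permutation p = 0.0583, adjusted p = 0.710). Without the 2 animals farthest from the median shear force its r was -0.50. *CASQ2* in the Tough animals had an r of 0.78 (exact permutation p = 0.0583) and a Spearman correlation of 0.66 (exact permutation p = 0.175), with an r of 0.96 without those 2 animals, while in the Tender animals its r was 0.34 and -0.93 without the 2 farthest. The r farthest from 0 was that of *GBP1* in the Tender animals, -0.88 (exact permutation p = 0.0806), which turned to 0.49 without the 2 farthest. In all, 30 relations were computed, 15 genes of Table 1 in each group, and the smallest adjusted p was 0.633 for r and 0.710 for the Spearman correlation. *MYH8*, listed at 0 in 11 libraries, was left out. The groups were chosen to differ in shear force, so no correlation over both is given.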

Although the *MSTN* gene is clearly involved in muscle growth, the results observed here are controversial since this protein inhibits myogenesis and a higher expression in the Tough group was observed; therefore, more cautions should be taken before to be included as a selection marker.

It is also interesting to consider genes encoding regulator factors such as *IGF1*, *PPARG* and *VGLL3* since they modulate the expression of some of the genes mentioned before.

It is worth mentioning that some genes, such as *ACTC1, DMD* and *FOS*, were also overexpressed in Iberian pigs with low IMF content (Muñoz et al., 2018); therefore, they could be used for improving both IMF content as shear force (tenderness).

## 5. Conclusions

In our study, we identified 200 differentially expressed annotated genes and 245 newly predicted isoforms on the LD muscle transcriptome of 13 Iberian pigs with divergent breeding values for tenderness measured through data of shear force with Warner–Bratzler analysis. The use of two different pieces of bioinformatics software for the functional analysis of these DEGs has revealed relevant biological processes, canonical pathways and networks potentially related with tenderness. The most representative functions associated with this trait are proteolysis, skeletal muscle development, lipid metabolism and collagen metabolism. Generally, genes encoding for proteins involved in proteolysis and conversion of muscle to meat (*ANKRD1*, *CASQ2*, *CHRNA9*, *CTSC*, and *RHOD*) are overexpressed in the Tender group while genes encoding for proteins enhancing myogenesis and muscle development (*FOS* and *DMD*) are overexpressed in the Tough one. In addition to this, genes involved in lipid (*FABP3* and *PPARGC1A*) and collagen metabolisms (*COL14A1*) are also relevant. Additionally, the upstream analysis has identified several transcriptional regulatory factors (IGF1, PPARG and VGLL3) that regulate the expression of some differentially expressed genes mentioned before, such as *FOS* or *COL1A1.*

This study is a first approach to understand the biological mechanisms underlying the trait meat tenderness and it provides a set of candidate genes that could harbor polymorphisms affecting tenderness in Iberian pigs. However, further studies including functional analyses such as immunohistochemical staining and/or Western blot analysis should be performed to experimentally validate if the proteins codified by the proposed candidate genes are responsible of the variation in tenderness. Additional steps, such as identifying polymorphisms with opposed allelic frequencies in the extreme groups, performing association analyses between the identified polymorphisms and tenderness and assessing their effects on other quality meat and productive traits, should be carried out to apply this information in a breeding program to improve tenderness in the Iberian pig.

## Figures and Tables

**Figure 1:**
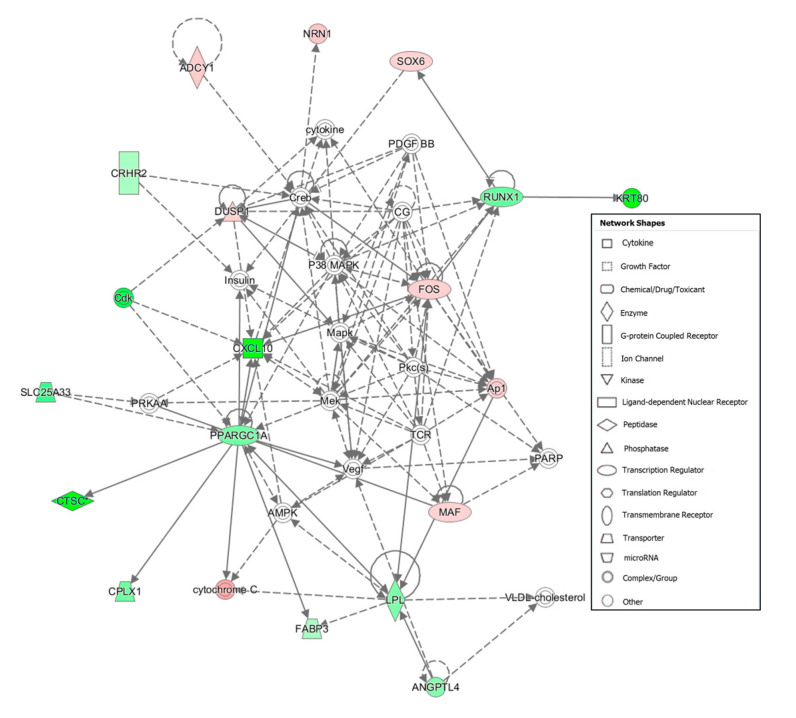
Gene network #5: Connective Tissue Development and Function, Lipid Metabolism, Tissue Morphology. Genes up-regulated and down-regulated in the Tender group are represented in green and red colors, respectively.

**Figure 2:**
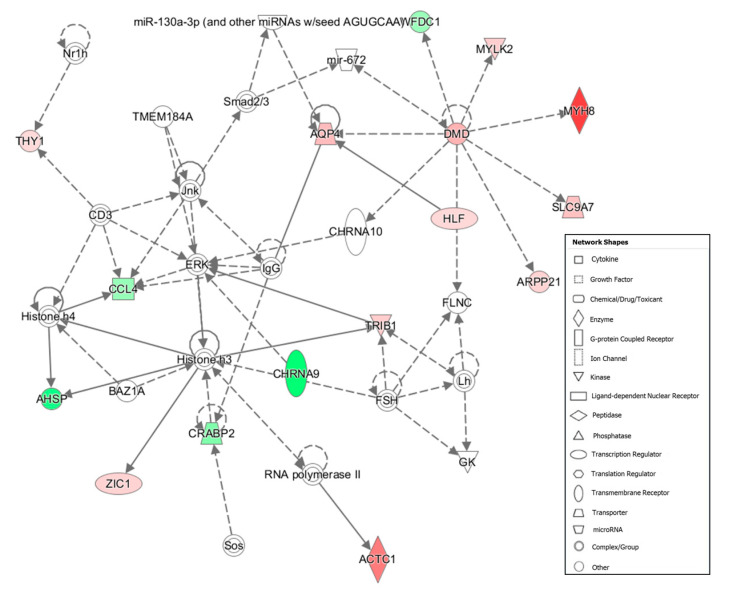
Gene network #6: Cell Morphology, Cellular Assembly and Organization, Cellular Function and Maintenance. Genes up-regulated and down-regulated in the Tender group are represented in green and red colors, respectively.

**Figure 3:**
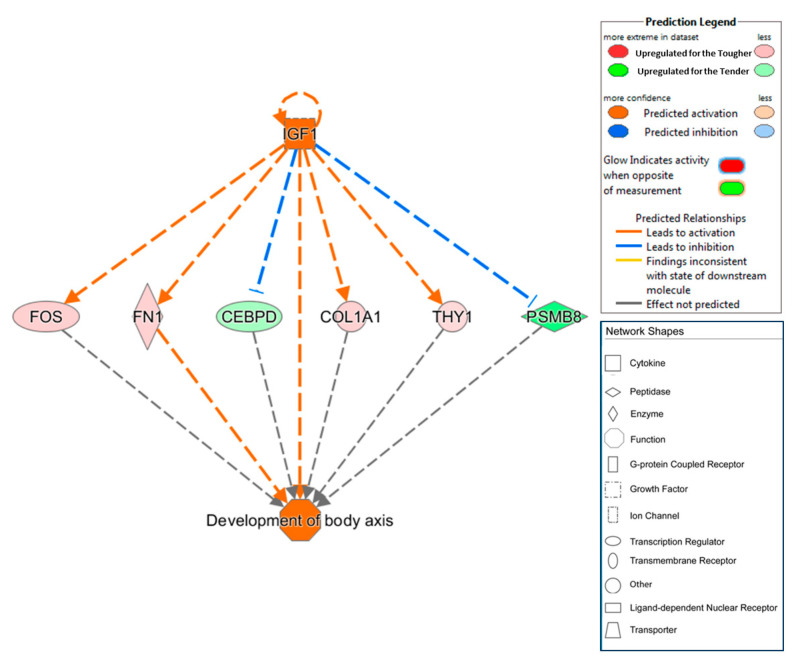
Regulator effects network predicted as activated in purebred Iberian pigs fattened in a free-range system. In the upper tier is *IGF1* (predicted to be activated, orange color). In the middle, there are the genes whose expression changes in response to the activation of *IGF1* (green upregulated for the Tender group and red upregulated for the Tough group). Dashed lines between *IGF1* and DEGs represent the interactions, predicted to be activated (orange lines) or predicted to be inhibited (blue lines). In the lower tier, the expected phenotypic activate function (development of body axis, orange color) is shown.

**Table 1:** Fold change, mean expression value in the Tender and Tough groups, *q-value* and with *p-value < 0.05*, corresponding to the most relevant differentially expressed genes.

Gene	Fold Change	Tender	Tough	*q*-Value
*Guanylate binding protein 1 (GBP1)*	0.089	46.959	4.175	0.002
*Cholinergic Receptor Nicotinic Alpha 9 Subunit (CHRNA9)*	0.360	1.666	0.600	0.002
*Ras Homolog Family Member D (RHOD)*	0.438	1.414	0.620	0.025
*Calsequestrin 2 (CASQ2)*	0.447	15.284	6.832	0.002
*Ankyrin Repeat Domain 1 protein (ANKRD1)*	0.476	553.625	263.267	0.002
*Peroxisome Proliferator-Activated Receptor Gamma Coactivator 1-Alpha (PPARGC1A)*	0.508	13.825	7.024	0.015
*Cathepsine C (CTSC)*	0.567	63.679	36.137	0.016
*Fatty Acid Binding Protein 3 (FABP3)*	0.633	352.059	222.898	0.038
*Fos proto-oncogene (FOS)*	1.670	24.722	41.282	0.037
*Dystrophin (DMD)*	1.779	0.614	1.091	0.038
*Collagen Type XIV Alpha 1 Chain (COL14A1)*	2.017	3.035	6.122	0.057
*Myostatin (MSTN)*	2.038	2.977	6.067	0.009
*Growth Arrest and DNA Damage Inducible Beta protein (GADD45B)*	2.871	12.954	37.188	0.002
*Actin Alpha 1, Skeletal Muscle (ACTC1)*	4.085	9.750	39.830	0.002
*Myosin Heavy Chain 8 (MYH8)*	7.541	1269.750	9574.930	0.002
*Family With Sequence Similarity 180 Member B (FAM180B)*	8.830	1.959	17.297	0.008

Mean expression values are expressed in fragments per kilobase of transcript per million mapped fragments (FPKMs).

**Table 2:** Summary of the most relevant significantly overrepresented Gene Ontology (GO) terms related with tenderness on differentially expressed genes (DEGs) using FatiGO.

Term	Genes	Adjusted *p*-Value
GO_BP_		
Skeletal muscle tissue development (GO:0007519)	*MYLK2, MSTN, FOS, HLF, CXCL10, IGFBP5, ANKRD1, DMD, CXCL9, FOXN2*	1.02 × 10^−9^
Muscle cell development (GO:0055001)	*CXCL10, ANKRD1, DMD, CXCL9, CASQ2, ACTC1, COL14A1*	9.94 × 10^−6^
Skeletal muscle cell differentiation (GO:0035914)	*MYLK2, FOS, HLF, ANKRD1, FOXN2*	9.94 × 10^−6^
Regulation of muscle system process (GO:0090257)	*MYLK2, MSTN, CTGF, DMD, ADRA2C, CASQ2, COL14A1*	3.72 × 10^−5^
Collagen metabolic process (GO:0032963)	*CTGF, COL1A2, COL1A1, ENG, COL12A1, COL14A1*	3.72 × 10^−5^
Response to amino acid (GO:0043200)	*CTGF, COL1A2, COL1A1, CDO1, PPARGC1A*	4.07 × 10^−5^
Cytosolic calcium ion transport (GO:0060401)	*CTGF, CXCL10, DMD, CXCL9, THY1, CASQ2*	6.75 × 10^−5^
Regulation of muscle tissue development (GO:1901861)	*MSTN, PPARGC1A, CXCL10, CXCL9, COL14A1*	3.70 × 10^−4^
Regulation of calcium ion transport (GO:0051924)	*CXCL10, DMD, CXCL9, ATP2B2, THY1, CASQ2*	4.40 × 10^−4^
Actin-myosin filament sliding (GO:0033275)	*MYLK2, MYH8, DMD, ACTC1*	4.53 × 10^−4^
JNK cascade (GO:0007254)	*CTGF, SFRP4, PAK1, TRIB1, DUSP10, GADD45B*	4.53 × 10^−4^
Negative regulation of protein kinase activity (GO:0006469)	*PPP1R1B, THY1, DUSP1, TRIB1, DUSP10, GADD45B*	5.19 × 10^−4^
Collagen fibril organization (GO:0030199)	*COL1A2, COL1A1, COL12A1, COL14A1*	1.33 × 10^−4^
Actin-mediated cell contraction (GO:0070252)	*MYLK2, MYH8, DMD, ACTC1*	1.11 × 10^−3^
Regulation of muscle contraction (GO:0006937)	*MYLK2, CTGF, DMD, ADRA2C, CASQ2*	1.24 × 10^−3^
Regulation of JNK cascade (GO:0046328)	*CTGF, SFRP4, PAK1, DUSP10, GADD45B*	1.27 × 10^−3^
Regulation of stress-activated MAPK cascade (GO:0032872)	*CTGF, SFRP4, PAK1, DUSP10, GADD45B*	2.26 × 10^−3^
Regulation of stress-activated protein kinase signaling cascade (GO:0070302)	*CTGF, SFRP4, PAK1, DUSP10, GADD45B*	2.27 × 10^−3^
Skeletal muscle tissue growth (GO:0048630)	*MSTN, IGFBP5*	2.97 × 10^−3^
Regulation of protein kinase B signaling (GO:0051896)	*SLC9A3R1, ITSN1, IGFBP5, RASD2*	3.48 × 10^−3^
Actin filament bundle organization (GO:0061572)	*RHOD, CTGF, PAK1, PFN2*	4.82 × 10^−3^
Positive regulation of proteolysis involved in cellular protein catabolic process (GO:1903052)	*ZFAND2A, CTSC, TRIB1*	7.85 × 10^−3^
Actomyosin structure organization (GO:0031032)	*ANKRD1, CASQ2, ACTC1*	1.61 × 10^−2^

**Table 3:** List of relevant enriched networks and functions related with tenderness identified in the set of DEGs between the Tender and Tough groups identified by IPA software. Genes showing the highest expression differences between groups are in bold.

ID	Molecules in Network	Score	Focus Molecules	Functions
5	**ADCY1**, AMPK, **ANGPTL4**, Ap1, Cdk, CG, **CPLX1**, Creb, **CRHR2**, **CTSC**, **CXCL10**, cytochrome C, cytokine, **DUSP1**, **FABP3**, **FOS**, Insulin, **KRT80**, **LPL**, **MAF**, Mapk, Mek, NRN1, P38 MAPK, PARP, PDGF BB, Pkc(s), **PPARGC1A**, PRKAA, **RUNX1**, **SLC25A33**, **SOX6**, TCR, Vegf, VLDL-cholesterol	26	17	Connective Tissue Development and Function, Lipid Metabolism, Tissue Morphology
6	**ACTC1**, **AHSP**, **AQP4**, **ARPP21**, BAZ1A, **CCL4**, CD3, CHRNA10, **CHRNA9**, **CRABP2**, **DMD**, ERK, FLNC, FSH, GK, Histone h3, Histone h4, **HLF**, IgG, Jnk, Lh, miR-130a-3p (and other miRNAs w/seed AGUGCAA), mir-672, **MYH8**, **MYLK2**, Nr1h, RNA polymerase II, **SLC9A7**, Smad2/3, Sos, **THY1**, TMEM184A, **TRIB1**, **WFDC1**, **ZIC1**	23	16	Cell Morphology, Cellular Assembly and Organization, Cellular Function and Maintenance

**Table 4:** List of significant pathways (*p*-value < 0.05) with assigned z-score identified in the set of DEGs according to the Tender and Tough group identified by Ingenuity Pathway Analysis (IPA) software.

Canonical Pathways	*p*-Value	Ratio	z-Score	Molecules
Integrin Signaling	0.001	0.033	0.447	ACTC1, MYLK2, PAK1, PFN2, RASD2, RHOBTB1, RHOD
Hepatic Fibrosis Signaling Pathway	0.001	0.027	1.265	CCN2, COL1A1, COL1A2, FOS, MYLK2, RASD2, RHOBTB1, RHOD, TFRC, YAP1
Actin Cytoskeleton Signaling	0.002	0.032	1.342	ACTC1, FN1, MYH8, MYLK2, PAK1, PFN2, RASD2
Synaptogenesis Signaling Pathway	0.003	0.026	−0.378	ADCY1, ADCY6, CPLX1, ITSN1, MARCKS, PAK1, RASD2, SNCG
PPARα/RXRα Activation	0.004	0.032	−1.342	ADCY1, ADCY6, GPD2, LPL, PPARGC1A, RASD2
ILK Signaling	0.004	0.032	1.342	ACTC1, FN1, FOS, MYH8, RHOBTB1, RHOD
Tec Kinase Signaling	0.009	0.031	1	ACTC1, FOS, PAK1, RHOBTB1, RHOD
Cardiac Hypertrophy Signaling	0.011	0.025	−1	ADCY1, ADCY6, ADRA2C, RASD2, RHOBTB1, RHOD
GNRH Signaling	0.011	0.029	1	ADCY1, ADCY6, FOS, PAK1, RASD2
Signaling by Rho Family GTPases	0.012	0.025	0.447	ACTC1, CIT, FOS, PAK1, RHOBTB1, RHOD
RhoA Signaling	0.015	0.033	−1	ACTC1, CIT, MYLK2, PFN2
White Adipose Tissue Browning Pathway	0.018	0.031	−1	ADCY1, ADCY6, LDHB, PPARGC1A

Ratio: number of DEGs in a pathway divided by the number of genes comprised in the same pathway.

**Table 5:** List of significant upstream regulators identified in the set of DEGs according to the Tender and Tough group (*p*-value < 0.05 and z-score > 2 or < −2).

Upstream Regulator	Molecule Type	PAS	Activation z-Score	*p*-Value of Overlap	Molecules in Dataset	Related Functions
IGF1	Growth factor	Activated	2.947	7.29 × 10^−8^	CCL4, CEBPD, COL1A1, DUSP1, FN1, FOS, IGFBP5, LPL, MYH8, PSMB8	Development of body axis
VGLL3	Other	Activated	2.000	1.99 × 10^−6^	COL12A1, COL1A1, COL1A2, GADD45B	
SEMA7A	Transmembrane receptor	Activated	2.000	3.31 × 10^−5^	CCN2, COL1A1, COL1A2, FN1	
PTH	Other	Activated	2.197	4.51 × 10^−5^	COL1A1, COL1A2, DUSP1, FOS, IGFBP5, SFRP4	
KLF11	Transcription regulator	Inhibited	−2.236	4.92 × 10^−4^	CCN2, COL1A2, CPT2, ENG, FABP3, PPARGC1A	
IL4	Cytokine	Inhibited	−2.331	5.93 × 10^−4^	ALDOC, CCL26, CCL4, CD163, CXCL10, FOS, LPL, NABP1, PPARGC1A, TFRC	
TRIM24	Transcription regulator	Activated	2.236	1.30 × 10^−3^	CXCL10, PSMB10, PSMB8, PSMB9, TAP1	
PPARG	Ligand-dependent nuclear receptor	Inhibited	−2.179	1.89 × 10^−3^	ANGPTL4, COL1A1, COL1A2, CPT2, CRABP2, FABP3, FN1, IGFBP5, LPL, PPARGC1A	
OGT	Enzyme	Inhibited	−2.000	2.42 × 10^−3^	FOS, LPL, PPARGC1A, THY1	
NOS2	Enzyme	Inhibited	−2.219	3.13 × 10^−3^	ACTC1, CCL4, CTSC, CYCS, PPARGC1A, THY1	
SATB1	Transcription regulator	Activated	2.000	4.18 × 10^−2^	GADD45B, HBB, MAF, RUNX1	

PAS: Predicted Activation State, predicted Activated in the Tough group (z-Score > 2), predicted Inhibited in the Tough group (z-Score < −2).

**Table 6:** Technical validation of RNA-seq results by quantitative PCR (qPCR): Fold Change values (FC), Pearson correlations (r^2^) and Concordance Correlation Coefficient (CCC) between expression values obtained from both techniques.

Gene	Expression Type	qPCR FC	RNAseq FC	r^2^	*p*-Value	CCC
*ACTC1*	Tender < Tough	2.861	4.085	0.986	6.20 × 10^−10^	0.828
*MX1*	Tender < Tough	2.231	2.195	0.943	1.34 × 10^−6^	
*COL1A1*	Tender < Tough	1.503	1.636	0.922	7.29 × 10^−6^	
*FOS*	Tender < Tough	1.634	1.670	0.913	1.29 × 10^−5^	
*ANKRD1*	Tender > Tough	0.531	0.476	0.779	0.002	
*MSTN*	Tender < Tough	1.753	2.038	0.527	0.064	
*IRF1*	NO DE	0.656	0.235	0.997	1.81 × 10^−13^	
*NOS2*	NO DE	0.611	0.811	0.701	0.008	
*SSH2*	NO DE	1.037	1.625	0.584	0.036	
*ELOVL6*	NO DE	0.887	1.712	0.565	0.044	

NO DE: No differentially expressed in RNA-seq experiment. Tender > Tough: higher expression in the Tender than in the Tough group. Tender < Tough: lower expression in the Tender than in the Tough group.

## Supplementary Materials

The following are available online at www.mdpi.com/xxx/s1, Table S1: Primer name, sequences, melting temperature (TM) and amplicon size of genes selected for qPCR validation, Table S2: Total number of reads, filtered reads, and percentage of mapped reads per sample, Table S3: Classification of the transcripts identified in the *Longissimus dorsi* muscle of Iberian pigs in relation to the Ensembl annotated pig genes, Table S4: Fold change, mean expression value in the Tender and Tough groups, *p*-value, and *q*-value corresponding to DEGs and differentially expressed novel isoforms, Table S5: List of overrepresented GO terms on DEGs between the Tender and Tough groups using FatiGO, Table S6: Complete list of networks, diseases and functions identified on DEGs between the Tender and Tough groups by IPA software, Table S7: Ingenuity Pathway Analysis (IPA). List of significant pathways (*p*-value < 0.05) identified in the set of DEGs according to the Tender and Tough groups, Table S8: Ingenuity Pathway Analysis (IPA). List of upstream regulators identified in the set of DEGs according to the Tender and Tough group (*p*-value < 0.05). PAS: Predicted activation ratio. Figure S1: Gene expression distribution of the 25,878 genes annotated in the pig genome (Sscrofa11.1) in fragments per kilobase of transcript per million mapped fragments (FPKMs) normalized values corresponding to the animals with the highest EBV for shear force and tougher meat (High EBV SFF) and the lowest EBV for shear force and tenderer meat (Low EBV SFF). Figure S2: Network of protein–protein interactions predicted with the STRING database. Same color nodes sharing multiple edges are grouped in the same cluster. Figure S3: Gene network #8: Cardiovascular System Development and Function, Cell Cycle, Gene Expression. Genes upregulated and down-regulated in the Tender group are represented in green and red colors, respectively. Figure S4: Gene network #9: Cell Cycle, Cellular Assembly and Organization, Cellular Movement. Genes upregulated and down-regulated in the Tender group are represented in green and red colors, respectively.

# Supplementary material for: Differences in the Loin Tenderness of Iberian Pigs Explained through Dissimilarities in Their Transcriptome Expression Profile
**Source:** Animals (Basel). 2020 Sep 22;10(9):0. doi: 10.3390/ani10091715
**Supplement:** Supplementary file 1

**Table 1**. Fold change, mean expression value on Tender and Tough groups, *p-value*, and *q-value* corresponding to the most relevant differentially expressed genes.

| Gene | Fold change | Tender | Tough | *p-value* | *q-value* |
| --- | --- | --- | --- | --- | --- |
| *Guanylate binding protein 1 (GBP1)* | 0.089 | 46.959 | 4.175 | 5.00x10^-05^ | 0.002 |
| *Cholinergic Receptor Nicotinic Alpha 9 Subunit (CHRNA9)* | 0.360 | 1.666 | 0.600 | 5.00x10^-05^ | 0.002 |
| *Ras Homolog Family Member D (RHOD)* | 0.438 | 1.414 | 0.620 | 1.95x10^-03^ | 0.025 |
| *Calsequestrin 2 (CASQ2)* | 0.447 | 15.284 | 6.832 | 5.00x10^-05^ | 0.002 |
| *Ankyrin Repeat Domain 1 protein (ANKRD1)* | 0.476 | 553.625 | 263.267 | 5.00x10^-05^ | 0.002 |
| *Peroxisome Proliferator-Activated Receptor Gamma Coactivator 1-Alpha (PPARGC1A)* | 0.508 | 13.825 | 7.024 | 9.00x10^-04^ | 0.015 |
| *Cathepsine C (CTSC)* | 0.567 | 63.679 | 36.137 | 9.50x10^-04^ | 0.016 |
| *Fatty Acid Binding Protein 3 (FABP3)* | 0.633 | 352.059 | 222.898 | 3.65x10^-03^ | 0.038 |
| *Fos proto-oncogene (FOS)* | 1.670 | 24.722 | 41.282 | 3.25x10^-03^ | 0.037 |
| *Dystrophin (DMD)* | 1.779 | 0.614 | 1.091 | 3.40x10^-03^ | 0.038 |
| *Collagen Type XIV Alpha 1 Chain (COL14A1)* | 2.017 | 3.035 | 6.122 | 6.55x10^-03^ | 0.057 |
| *Myostatin (MSTN)* | 2.038 | 2.977 | 6.067 | 4.50x10^-04^ | 0.009 |
| *Growth Arrest and DNA Damage Inducible Beta protein (GADD45B)* | 2.871 | 12.954 | 37.188 | 5.00x10^-05^ | 0.002 |
| *Actin Alpha 1, Skeletal Muscle (ACTC1)* | 4.085 | 9.750 | 39.830 | 5.00x10^-05^ | 0.002 |
| *Myosin Heavy Chain 8 (MYH8)* | 7.541 | 1,269.750 | 9,574.930 | 5.00x10^-05^ | 0.002 |
| *Family With Sequence Similarity 180 Member B (FAM180B)* | 8.830 | 1.959 | 17.297 | 3.50x10^-04^ | 0.008 |

Mean expression values are expressed in fragments per kilobase of transcript per million mapped fragments (FPKMs)*.*

**Table 2.** Summary of the most relevant significantly overrepresented GO terms related with tenderness on DEGs using FatiGO.

| Term | Genes | Adjusted *p-value* |
| --- | --- | --- |
| GO_BP_ |  |  |
| Skeletal muscle tissue development(GO:0007519) | *MYLK2, MSTN, FOS, HLF, CXCL10, IGFBP5, ANKRD1, DMD, CXCL9, FOXN2* | 1.02x10^-09^ |
| Muscle cell development(GO:0055001) | *CXCL10, ANKRD1, DMD, CXCL9, CASQ2, ACTC1, COL14A1* | 9.94x10^-06^ |
| Skeletal muscle cell differentiation(GO:0035914) | *MYLK2, FOS, HLF, ANKRD1, FOXN2* | 9.94x10^-06^ |
| Regulation of muscle system process(GO:0090257) | *MYLK2, MSTN, CTGF, DMD, ADRA2C, CASQ2, COL14A1* | 3.72x10^-05^ |
| Collagen metabolic process(GO:0032963) | *CTGF, COL1A2, COL1A1, ENG, COL12A1, COL14A1* | 3.72x10^-05^ |
| Response to amino acid(GO:0043200) | *CTGF, COL1A2, COL1A1, CDO1, PPARGC1A* | 4.07x10^-05^ |
| Cytosolic calcium ion transport(GO:0060401) | *CTGF, CXCL10, DMD, CXCL9, THY1, CASQ2* | 6.75x10^-05^ |
| Regulation of muscle tissue development(GO:1901861) | *MSTN, PPARGC1A, CXCL10, CXCL9, COL14A1* | 3.70x10^-04^ |
| Regulation of calcium ion transport(GO:0051924) | *CXCL10, DMD, CXCL9, ATP2B2, THY1, CASQ2* | 4.40x10^-04^ |
| Actin-myosin filament sliding(GO:0033275) | *MYLK2, MYH8, DMD, ACTC1* | 4.53x10^-04^ |
| JNK cascade(GO:0007254) | *CTGF, SFRP4, PAK1, TRIB1, DUSP10, GADD45B* | 4.53x10^-04^ |
| Negative regulation of protein kinase activity(GO:0006469) | *PPP1R1B, THY1, DUSP1, TRIB1, DUSP10, GADD45B* | 5.19x10^-04^ |
| Collagen fibril organization(GO:0030199) | *COL1A2, COL1A1, COL12A1, COL14A1* | 1.33x10^-04^ |
| Actin-mediated cell contraction(GO:0070252) | *MYLK2, MYH8, DMD, ACTC1* | 1.11x10^-03^ |
| Regulation of muscle contraction(GO:0006937) | *MYLK2, CTGF, DMD, ADRA2C, CASQ2* | 1.24x10^-03^ |
| Regulation of JNK cascade(GO:0046328) | *CTGF, SFRP4, PAK1, DUSP10, GADD45B* | 1.27x10^-03^ |
| Regulation of stress-activated MAPK cascade(GO:0032872) | *CTGF, SFRP4, PAK1, DUSP10, GADD45B* | 2.26x10^-03^ |
| Regulation of stress-activated protein kinase signaling cascade(GO:0070302) | *CTGF, SFRP4, PAK1, DUSP10, GADD45B* | 2.27x10^-03^ |
| Skeletal muscle tissue growth(GO:0048630) | *MSTN, IGFBP5* | 2.97x10^-03^ |
| Regulation of protein kinase B signaling(GO:0051896) | *SLC9A3R1, ITSN1, IGFBP5, RASD2* | 3.48x10^-03^ |
| Actin filament bundle organization(GO:0061572) | *RHOD, CTGF, PAK1, PFN2* | 4.82x10^-03^ |
| Positive regulation of proteolysis involved in cellular protein catabolic process(GO:1903052) | *ZFAND2A, CTSC, TRIB1* | 7.85x10^-03^ |
| Actomyosin structure organization(GO:0031032) | *ANKRD1, CASQ2, ACTC1* | 1.61x10^-02^ |

**Table 3**. List of relevant enriched networks and functions related with tenderness identified in the set of DEGs between Tender and Tough groups identified by IPA software

| ID | Molecules in network | Score | Focus Molecules | Functions |
| --- | --- | --- | --- | --- |
| 5 | **ADCY1**, AMPK, **ANGPTL4**, Ap1, Cdk, CG, **CPLX1**, Creb, **CRHR2**, **CTSC**, **CXCL10**, cytochrome C, cytokine, **DUSP1**, **FABP3**, **FOS**, Insulin, **KRT80, LPL**, **MAF**, Mapk, Mek, **NRN1**, P38 MAPK, PARP, PDGF BB, Pkc(s), **PPARGC1A**, PRKAA, **RUNX1**, **SLC25A33**, **SOX6**, TCR, Vegf, VLDL-cholesterol | 26 | 17 | Connective Tissue Development and Function, Lipid Metabolism, Tissue Morphology |
| 6 | **ACTC1**, **AHSP**, **AQP4**, **ARPP21**, BAZ1A, **CCL4**, CD3, CHRNA10, **CHRNA9**, **CRABP2**, **DMD**, ERK, FLNC, FSH, GK, Histone h3, Histone h4, **HLF**, IgG, Jnk, Lh, miR-130a-3p (and other miRNAs w/seed AGUGCAA), mir-672, **MYH8**, **MYLK2**, Nr1h, RNA polymerase II, **SLC9A7**, Smad2/3, Sos, **THY1**, TMEM184A, **TRIB1**, **WFDC1**, **ZIC1** | 23 | 16 | Cell Morphology, Cellular Assembly and Organization, Cellular Function and Maintenance |

Genes showing the highest expression differences between groups are in bold.

**Table 4**. List of significant pathways (*p*-value < 0.05) with assigned z-score identified in the set of DEGs according to Tender and Tough group identified by IPA software

| **Canonical Pathways** | ***p-value*** | **Ratio** | **z-Score** | **Molecules** |
| --- | --- | --- | --- | --- |
| Integrin Signaling | 0.001 | 0.033 | 0.447 | ACTC1, MYLK2, PAK1, PFN2, RASD2, RHOBTB1, RHOD |
| Hepatic Fibrosis Signaling Pathway | 0.001 | 0.027 | 1.265 | CCN2, COL1A1, COL1A2, FOS, MYLK2, RASD2, RHOBTB1, RHOD, TFRC, YAP1 |
| Actin Cytoskeleton Signaling | 0.002 | 0.032 | 1.342 | ACTC1, FN1, MYH8, MYLK2, PAK1, PFN2, RASD2 |
| Synaptogenesis Signaling Pathway | 0.003 | 0.026 | -0.378 | ADCY1, ADCY6, CPLX1, ITSN1, MARCKS, PAK1, RASD2, SNCG |
| PPARα/RXRα Activation | 0.004 | 0.032 | -1.342 | ADCY1, ADCY6, GPD2, LPL, PPARGC1A, RASD2 |
| ILK Signaling | 0.004 | 0.032 | 1.342 | ACTC1, FN1, FOS, MYH8, RHOBTB1, RHOD |
| Tec Kinase Signaling | 0.009 | 0.031 | 1 | ACTC1, FOS, PAK1, RHOBTB1, RHOD |
| Cardiac Hypertrophy Signaling | 0.011 | 0.025 | -1 | ADCY1, ADCY6, ADRA2C, RASD2, RHOBTB1, RHOD |
| GNRH Signaling | 0.011 | 0.029 | 1 | ADCY1, ADCY6, FOS, PAK1, RASD2 |
| Signaling by Rho Family GTPases | 0.012 | 0.025 | 0.447 | ACTC1, CIT, FOS, PAK1, RHOBTB1, RHOD |
| RhoA Signaling | 0.015 | 0.033 | -1 | ACTC1, CIT, MYLK2, PFN2 |
| White Adipose Tissue Browning Pathway | 0.018 | 0.031 | -1 | ADCY1, ADCY6, LDHB, PPARGC1A |

Ratio: number of DEGs in a pathway divided by the number of genes comprised in the same pathway.

**Table 5.** List of significant upstream regulators identified in the set of DEGs according to Tender and Tough group (p-value < 0.05 and z-score > 2 or < -2).

| **Upstream Regulator** | **Molecule Type** | **PAS** | **Activation z-Score** | ***p-value* of overlap** | **Molecules in Dataset** | **Related Functions** |
| --- | --- | --- | --- | --- | --- | --- |
| IGF1 | Growth factor | Activated | 2.947 | 7.29x10^-8^ | CCL4, CEBPD, COL1A1, DUSP1, FN1, FOS, IGFBP5, LPL, MYH8, PSMB8 | Development of body axis |
| VGLL3 | Other | Activated | 2.000 | 1.99x10^-6^ | COL12A1, COL1A1, COL1A2, GADD45B |  |
| SEMA7A | Transmembrane receptor | Activated | 2.000 | 3.31x10^-5^ | CCN2, COL1A1, COL1A2, FN1 |  |
| PTH | Other | Activated | 2.197 | 4.51x10^-05^ | COL1A1, COL1A2, DUSP1, FOS, IGFBP5, SFRP4 |  |
| KLF11 | Transcription regulator | Inhibited | -2.236 | 4.92x10^-04^ | CCN2, COL1A2, CPT2, ENG, FABP3, PPARGC1A |  |
| IL4 | Cytokine | Inhibited | -2.331 | 5.93x10^-04^ | ALDOC, CCL26, CCL4, CD163, CXCL10, FOS, LPL, NABP1, PPARGC1A, TFRC |  |
| TRIM24 | Transcription regulator | Activated | 2.236 | 1.30x10^-03^ | CXCL10, PSMB10, PSMB8, PSMB9, TAP1 |  |
| PPARG | Ligand-dependent nuclear receptor | Inhibited | -2.179 | 1.89x10^-03^ | ANGPTL4, COL1A1, COL1A2, CPT2, CRABP2, FABP3, FN1, IGFBP5, LPL, PPARGC1A |  |
| OGT | Enzyme | Inhibited | -2.000 | 2.42x10^-03^ | FOS, LPL, PPARGC1A, THY1 |  |
| NOS2 | Enzyme | Inhibited | -2.219 | 3.13x10^-03^ | ACTC1, CCL4, CTSC, CYCS, PPARGC1A, THY1 |  |
| SATB1 | Transcription regulator | Activated | 2.000 | 4.18x10^-02^ | GADD45B, HBB, MAF, RUNX1 |  |

PAS: Predicted Activation State, predicted Activated in Tough group (z-Score > 2), predicted Inhibited in Tough group (z-Score < -2).

**Table 6.** Technical validation of RNAseq results by quantitative PCR (qPCR): Fold Change values (FC), Pearson correlations (r^2^) and Concordance Correlation Coefficient (CCC) between expression values obtained from both techniques.

| Gene | Expression type | qPCR FC | RNAseq FC | r^2^ | *p-value* | CCC |
| --- | --- | --- | --- | --- | --- | --- |
| *ACTC1* | Tender < Tough | 2.861 | 4.085 | 0.986 | 6.20x10^-10^ | 0.828 |
| *MX1* | Tender < Tough | 2.231 | 2.195 | 0.943 | 1.34x10 ^-6^ |  |
| *COL1A1* | Tender < Tough | 1.503 | 1.636 | 0.922 | 7.29x10^-6^ |  |
| *FOS* | Tender < Tough | 1.634 | 1.670 | 0.913 | 1.29x10^-5^ |  |
| *ANKRD1* | Tender > Tough | 0.531 | 0.476 | 0.779 | 0.002 |  |
| *MSTN* | Tender < Tough | 1.753 | 2.038 | 0.527 | 0.064 |  |
| *IRF1* | NO DE | 0.656 | 0.235 | 0.997 | 1.81x10^-13^ |  |
| *NOS2* | NO DE | 0.611 | 0.811 | 0.701 | 0.008 |  |
| *SSH2* | NO DE | 1.037 | 1.625 | 0.584 | 0.036 |  |
| *ELOVL6* | NO DE | 0.887 | 1.712 | 0.565 | 0.044 |  |

NO DE: No differentially expressed in RNAseq experiment. Tender > Tough: higher expression in Tender than in Tough group. Tender < Tough: lower expression in Tender than in Tough group.

How the deposited data were processed for this re-analysis (not part of the article)

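RNA from the *Longissimus dorsi* muscle of 12 Iberian pigs, 6 of the Tough and 6 of the Tender group, was analysed from 1 library per animal. The seventh Tender animal was not analysed here. The groups and the shear force of each animal come from the sample labels. The deposited file of each library is the transcript assembly that the authors made with Cufflinks 2.2.1, after quality control with FastQC, trimming with Trim Galore and mapping to Sscrofa11.1 with TopHat 2.1.0. It gives the exons of each assembled transcript, its level in FPKM as the authors computed it with Cufflinks, and Cufflinks' isoform score, which the authors deposited as a whole number up to 1000 and which was not used. No rescaling between libraries was applied to the deposited FPKM in the main test.

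The depth of each library, from 94191674 to 146621262 reads, is that of Table S2 of the paper. The files hold no read counts, so no counting error was derived. The single-transcript loci of a library had a median of 29.0 to 40.0 estimated fragments.

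Transcripts were matched to the NCBI annotation of Sscrofa11.1 (Release 106) on the chromosomes, and the 331 to 401 transcripts per library on scaffolds were left out. A transcript was assigned to the gene on its strand with most of its exonic bases where these were at least 50% of the transcript. Gene FPKM is the sum over assigned transcripts of FPKM times transcript length, over the exonic length of the gene. Of 28224 annotated genes, 13311 had an assigned transcript in at least 1 library. Where a second measure per exon base, with no minimum share, exceeded the first by more than 1.5 times and 0.2 FPKM in a library, the named gene is given per exon base, a choice made after the values were seen. Counts over lists of genes and the test of all genes use assigned transcripts throughout. *MYH1*, *MYH2*, *MYH4* and *ACTA1* have no transcript in any library, *RASD2* is not a gene name of this annotation, and for *LDHB*, whose symbol the annotation gives to an intronless copy, no value is given.

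Genes with a mean above 0.5 FPKM were tested on log2(FPKM + 0.5) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend), with the group as the only factor and Benjamini-Hochberg adjustment. A gene was called at a p of at most 0.05, an adjusted p of at most 0.10 and a fold change of 1.5, the thresholds of the paper with another adjustment. Lists of genes were tested with camera in limma, two-sided, with a preset correlation of 0.01 and an adjusted p of 0.05 over 24 lists, and beside it with an estimated correlation. The lists are slow oxidative and fast glycolytic fibres, oxidative phosphorylation, fatty acid uptake and oxidation, adipocytes, collagens, fibroblast matrix, developing muscle, calcium handling, proteases, atrophy and autophagy, heat shock, immediate early genes, interferon gamma and type I interferon responses, antigen processing, complement, macrophages, lymphocytes, endothelium, smooth muscle, Schwann cells, red blood cells and positional genes. Single values were compared with exact permutation tests over the 924 ways to form 2 groups of 6, two-sided. Correlations with shear force used all 720 pairings within a group and were adjusted over 30 relations, not 32, because *MYH8* has a value in 1 library only. *MYH8* still counts as measured in the lists of the paper. Lists that the study chose on these samples were counted and not tested. Some fixed lists also hold genes that the paper called on these animals, so their camera p is not independent of the paper. Examples are *COL1A1* and *COL14A1* of the collagens, *CPT2* and *ANGPTL4* of fatty acid oxidation, and *C3* and *FCN2* of complement.

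The genes named are those of the paper's tables and of its text on expression, the 10 genes of smallest p in each direction with a symbol and a mean of at least 1 FPKM, up to 4 members of each fixed list with the smallest p, and the regulators of Table 5. The values in the paper's tables had been seen when this rule was written. The test was tried on simulated data of 9127 genes, in which 100 were changed by a log2 of 1 and 100 by 2. It called 70% of those changed by a log2 of 1 and 91% of those changed by 2, with 15 false calls. These shares hold for the simulated data alone. The alternatives were the pseudocount, the filter, 2 ways of scaling, 3 other ways of making gene FPKM, robust limma, array weights, an exact Wilcoxon test, other thresholds, the animal number as a block and each library left out. The other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Neither the sequencing lane nor the fattening batch of each animal is given in the sources used here, so neither could enter the test. Alignments, qPCR values and the pathway software of the paper were not analysed here.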

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

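The test of an interferon response was chosen only after the result was seen. Each measure of the libraries and each of 15 genes of Table 1 was looked at within each group of 6, on the log2 scale for genes, and 5 of 48 such groups held a library whose gap to its nearest neighbour exceeded the 95% critical value of Dixon's test as a share of the range of the group, where chance gives about 1 in 20.

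In the Tender group, Tender 4 stood apart on the first principal component, at 66.66 against -30.2 to 0.65 for the other 5 libraries. It was also apart in *DMD*, at 7.25 FPKM against 2.06 to 3.10, and in *GADD45B*, at 10.59 FPKM against 2.39 to 3.41. Tender 3 was apart in *ACTC1*, at 20.04 FPKM against 1.25 to 3.73.

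*GBP1* was high in Tender 2 alone, at 169.9 FPKM against 1.21 to 3.17 in the other 5 Tender libraries. The interferon gamma genes had a mean log2 value of 3.82 in Tender 2 and at most 1.96 in any other library, and those of antigen processing 4.96 and 3.49. A difference of scale of that library is argued against by the median over all tested genes, which lay 0.029 from the mean of the other libraries. White blood cells in the sample cannot be told apart from a response of the muscle, because the mean of the lymphocyte markers, 1.31, was above the other libraries (-0.11 to 1.13) by less than their range, as was that of the macrophage markers (2.35, others 0.65 to 1.68). Without Tender 2 the median log2 fold change of the interferon gamma list was 0.096, so that animal carries the difference between the groups, which does not tell an interferon response from white blood cells, and an infection or other state of the animal was not tested.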

How the results depend on the processing

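Alternatives were set before the data were examined, except the measure per exon base, genes with a transcript in all 12 libraries, transcripts of at least 300 bases and the test of isoforms, chosen after seeing the data. Called genes stayed at 0 with limma in all 31 other settings, where the smallest adjusted p ranged from 0.101 to 1, and with the exact Wilcoxon test. An adjusted p of 0.05 and no fold threshold reuse the main fit (smallest adjusted p = 0.653 from limma), so neither could call a gene. The exact Wilcoxon p cannot fall below 0.00216 with 6 libraries per group, so its 0 calls over 8454 genes carry little weight. The number at an unadjusted p of at most 0.05 was 223, and 369 with no filter, 385 with the plain sum of transcript FPKM, 343 with the highest transcript, 655 with array weights, and 147 to 411 without 1 library (Tough 1 369, Tender 1 375, Tender 4 411, Tender 5 147). Of these genes 29.6% were higher in Tough, against 50.9% with median-of-ratios scaling and 49.0% with quantile normalization. The animal numbers do not pair the samples (correlations of same-numbered animals -0.223 to 0.0204), and as a block they gave 177 genes and 0 calls.

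Fixed lists past the threshold numbered 14, and 9 with the highest transcript, 6 with array weights, 4 with the 90% rule for transcripts, 9 to 15 without 1 library (9 without Tough 2 or Tough 6) and 0 with an estimated correlation. The antigen processing list had a median of -0.58 to 0.032 without 1 library and the complement list -0.54 to -0.016, with 0.032 and -0.0158 without Tender 2. Potentially new isoforms were 40.19% of intron chains in at least 2 libraries, and 74.17 more genes were detected in Tough above 0.1 FPKM.

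Of 97 named genes, 63 kept their sign in every setting in which they were fitted and 34 did not. Not every gene was fitted in every setting: *ABLIM3* was fitted in 28 and *FAM180B* in 20. With the plain sum of transcript FPKM the values were *ADCY6* 0.13, *C1QA* -0.31, *CAPN1* 0.048, *COL14A1* -0.22, *COL1A2* -0.0017, *MYLK4* -0.12, *SATB1* -0.20, *SPOPL* -0.046, *SSH2* 0.029, *VWF* 0.016. With the highest transcript the values were *ATP2A1* -0.18, *C1QA* -0.36, *CAPN1* 0.0040, *FAM180B* -0.12, *MYLK4* -0.092, *OGT* -0.21, *PFKM* -0.075, *SSH2* 0.11. With the 90% rule the values were *ATP2A1* -0.99, *CEBPD* 1.73, *COL3A1* -0.32, *GBP1* 1.37, *HOXC8* -1.21, *LDHA* -0.12, *MIEF2* -0.80, *MYMK* 0.072, *OGT* -0.46, *PFKM* -1.79. With median-of-ratios scaling the values were *CAPN1* 0.038. With quantile normalization the values were *CAPN1* 0.058. With a pseudocount of 0.1 the values were *CXCL10* 0.22, *CXCL9* 0.058. With array weights the values were *CXCL10* 0.20, *CXCL9* 0.32, *VGLL3* 0.039. With assigned transcripts, the measure of the main test, the values were *MAF* -0.69 and *MSTN* -0.73. Their positive values, 0.48 and 0.55, are per exon base, the measure chosen after seeing the data. Over the fits without 1 library the log2 fold changes ranged for *C1QA* -0.28 to 0.56, *C2* -0.58 to 0.12, *CAPN1* -0.11 to 0.065, *CAST* -0.13 to 0.14, *CXCL9* -0.39 to 0.0070, *DMD* -0.039 to 0.30, *IRF1* -0.72 to 0.15, *MYLK4* -0.20 to 0.45, *PSMB8* -0.78 to 0.062, *PSMB9* -0.85 to 0.090, *SSH2* -0.61 to 0.064, *TAP1* -0.69 to 0.10, *TRIM24* -0.041 to 0.24, *VGLL3* -0.17 to 0.13. The sign turned without Tough 1 *C1QA* -0.13, *MYLK4* -0.20, without Tough 5 *C1QA* -0.057, without Tender 3 *C1QA* -0.28, *CAST* -0.014, *DMD* -0.016, without Tender 5 *C1QA* -0.18, without Tender 2 *C2* 0.12, *CAST* -0.033, *IRF1* 0.15, *PSMB8* 0.062, *PSMB9* 0.090, *TAP1* 0.10, without Tough 2 *CAPN1* 0.026, *CAST* -0.10, *DMD* -0.039, without Tough 3 *CAPN1* 0.065, *CAST* -0.13, *CXCL9* 0.0070, *DMD* -0.038, *TRIM24* -0.041, without Tender 1 *CAST* -0.011, without Tough 6 *CXCL9* 0.0070, without Tough 4 *MYLK4* -0.20, without Tender 6 *MYLK4* -0.056, without Tender 4 *SSH2* 0.064, *VGLL3* 0.13. The cause was not tested. Depth may limit low genes, which was not tested either, and a gene at 0 can be one that was not assembled.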

Differences from the paper's values

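The test of new isoforms was chosen only after the files were seen. The paper calls 200 genes, 82 higher in Tough and 118 in Tender. Here 0 were called in total, 0 in each direction, with limma at the paper's thresholds (223 at an unadjusted p of at most 0.05; 0 called and 172 by exact Wilcoxon), and each of the alternatives set before the data were examined differs too. The paper calls 245 new isoforms, 117 higher in Tough and 128 in Tender, and here 0, 0 and 0 were called with limma (203 at that unadjusted p), with no alternative set. The paper tested 13 animals with Cuffdiff and here 12 were tested.

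Of assembled transcripts the paper classes 43.29% as new isoforms and here 24.18% were. Intron chains in at least 2 libraries (40.19%) were counted as not differing from the paper, by a rule not stated here, although the share is lower. Transcripts of at least 0.5 FPKM were counted as differing, and over all intron chains of the 12 libraries the share is 54.45%. Complete matches are 10.92% in the paper and 29.82% here, and contained transcripts 8.66% and 18.44%, and both differ under both alternatives. The paper's classes are over a merged set and those here per library. The paper also classed its transcripts with Cuffcompare against Ensembl, where the NCBI annotation was used here. How far the annotation shifts these shares was not tested.

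The fold change Tough over Tender of *DMD* is 1.779 in the paper and 1.028 here, and of the alternatives only leaving out Tender 4 does not differ. Under all alternatives the folds differ for *FAM180B* (paper 8.83, here 1.295), *SSH2* (paper 1.625, here 0.7688) and *ELOVL6* (paper 1.712, here 0.9554).

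The rule by which a value was counted as differing is not stated here, so the printed values are to be compared. The measures are unlike, since the paper's means are Cuffdiff values of 13 animals. Those here are Cufflinks transcript FPKM over the exonic length of the NCBI gene, in 12 animals. A gap in level alone is therefore no disagreement on expression, and its cause was not tested. The means of *GBP1*, *FABP3* and *ACTC1* were counted as not differing, which does not make them equal. The mean FPKM, Tender then Tough, differ under every alternative tried for *CASQ2* (paper 15.284 and 6.832, here 8.212 and 3.331), *ANKRD1* (paper 553.625 and 263.267, here 280.0 and 139.9), *CTSC* (paper 63.679 and 36.137, here 8.627 and 4.834), *DMD* (paper 0.614 and 1.091, here 3.332 and 3.426), *MSTN* per exon base (paper 2.977 and 6.067, here 1.501 and 2.262), *GADD45B* (paper 12.954 and 37.188, here 4.154 and 13.5) and *FAM180B* (paper 1.959 and 17.297, here 0.4446 and 0.5758). For *CHRNA9* (paper 1.666 and 0.6, here 0.2783 and 0.09622) the Tough mean does not differ with the plain sum or the highest transcript, and the Tender mean differs under all. For *RHOD* (paper 1.414 and 0.62, here 0.7682 and 0.3002) the Tender mean does not differ with median-of-ratios scaling or quantile normalization, and the Tough mean differs under all. For *PPARGC1A* (paper 13.825 and 7.024, here 2.006 and 0.9486) and *COL14A1* (paper 3.035 and 6.122, here 0.9897 and 1.732) the Tender mean does not differ with the plain sum, and the Tough mean differs under all. For *FOS* per exon base in Tough (paper 41.282, here 21.69) the 2 scalings do not differ and the other alternatives tried do. The measure per exon base was chosen after the values were seen. From assigned transcripts, the measure of the main test, the Tough mean of *FOS* is 34.07 FPKM.

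The paper states that *MYH8* is higher in Tough, and here it is listed at 0 in 11 libraries and at 11.6 FPKM in Tender 3. It places *SPOPL* and *CCL4* with the genes higher in Tender, and here *CCL4* is listed at 0 in all 6 Tender libraries and the log2 fold change of *SPOPL* is 0.45, and -0.046 with the plain sum of transcript FPKM, while 4 of the 5 measured genes of cluster 1 and 7 of the 8 of cluster 2 are higher in Tender. Without Tender 2 those of *TAP1*, *PSMB8*, *PSMB9* and *C2* turn to 0.096, 0.062, 0.090 and 0.12. Those of *TNFRSF12A*, *ADRA2C*, *CTSC*, *FCN2*, *C3* and *C4A* stay negative in every fit made, and no such fit is given for *CXCL10*. Of the 147 genes of Table S4 that were tested, 139 go the same way as in the paper, and 149 of 152 per exon base and 130 of 144 without Tender 2.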

Other observations

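The tests of slow fibre content, of low expression and of the counts of splits for genes and lists were chosen only after the result was seen, and that for new isoforms was not. Red blood cell genes were higher in Tender muscle for 3 of the 4 measured (median log2 fold change -0.60, camera in limma, adjusted p = 5.71e-05, and adjusted p = 0.262 with an estimated correlation), and 2 of the 4 passed when adjusted over the list alone. With the 90% rule for transcripts (0.338) the list did not pass and its median was -0.23. *HBM*, a globin, had 0.929 ± 0.416 FPKM in the Tough group and 1.51 ± 0.384 in the Tender group (SD, n = 6 each; exact permutation p = 0.0260). Macrophage genes were higher in Tender for 10 of 12 (median -0.36, camera adjusted p = 0.00510, and adjusted p = 0.454 with an estimated correlation), with 0.164 without Tender 2, 0.0800 without Tough 2 and 0.0767 without Tough 3, and it did not pass with array weights (0.0725), a minimum mean of 1 FPKM (0.191), genes with a transcript in all 12 libraries (0.164) or the 90% rule for transcripts (0.108). *CD163*, a receptor for haemoglobin on macrophages, had 0.594 and 1.13 FPKM. Endothelial genes were higher in Tender for 13 of 16 (median -0.22, camera adjusted p = 0.0114, and adjusted p = 0.619 with an estimated correlation), with *VWF*, a clotting protein of vessels, at 8.55 and 10.5 FPKM (log2 fold change -0.27, and 0.016 with the plain sum of transcript FPKM). Their adjusted p was 0.0792 without Tender 4, 0.130 without Tender 6, 0.0737 without Tough 2 and 0.116 without Tough 6, and they did not pass with array weights (0.165), the highest transcript (0.140), the plain sum of transcript FPKM (0.0562) or the 90% rule for transcripts (0.0843).

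Heat shock genes were higher in Tender for 13 of 17 (median log2 fold change -0.44, camera in limma, adjusted p = 0.00990, and adjusted p = 0.454 with an estimated correlation), with *CRYAB*, a small chaperone of muscle, at 1322 ± 646 FPKM in the Tough group and 2114 ± 998 in the Tender group (SD, n = 6 each; exact permutation p = 0.134). Without Tender 3 the adjusted p was 0.0665 and without Tough 1 0.114. Positional genes were higher in Tough for 9 of 14 (median 0.078, camera adjusted p = 0.0130, and adjusted p = 0.262 with an estimated correlation), with *HOXC8* at 8.77 and 6.64 FPKM, a log2 fold change of 0.36 that turns to -1.21 with the 90% rule for transcripts. Without Tender 4 the adjusted p was 0.237, without Tender 6 0.0569, without Tough 3 0.0583 and without Tough 6 0.0782, the list did not pass with array weights (0.313), the highest transcript (0.0670), no filter (0.244), the plain sum of transcript FPKM (0.660) or the 90% rule for transcripts (0.345), and its median was negative with no filter (-0.017) or the plain sum of transcript FPKM (-0.065). Smooth muscle genes were higher in Tough for 8 of 10 (median 0.077, camera adjusted p = 0.0148, and adjusted p = 0.454 with an estimated correlation), with *ACTA2* at 23.9 and 17.0 FPKM, and did not pass without Tender 4 (0.0983), Tough 1 (0.0767), Tough 3 (0.0973) or Tough 4 (0.0512), nor with array weights (0.0811), FPKM per exon base (0.0505), the highest transcript (0.0854), genes with a transcript in all 12 libraries (0.177), the plain sum of transcript FPKM (0.0801) or the 90% rule for transcripts (0.144). Schwann cell genes (3 of 4 higher in Tough, median 0.15, adjusted p = 0.0704), genes of atrophy and autophagy (12 of 17 higher in Tender, median -0.14, adjusted p = 0.350), type I interferon genes (8 of 15 higher in Tough, median 0.031, adjusted p = 0.495) and lymphocyte genes (2 of 4 each way, adjusted p = 0.773) did not pass camera. The atrophy list passed with FPKM per exon base (0.0229) or genes with a transcript in all 12 libraries (0.0179), the Schwann cell list without Tender 6 (0.0188) and with median-of-ratios scaling (0.0486), its median being negative with the plain sum of transcript FPKM (-0.040), and the type I interferon list without Tender 2 (0.00822) or Tough 3 (0.0239), and the median of the latter turned negative without Tough 1 (-0.25), Tough 2 (-0.024), Tender 1 (-0.14), Tender 3 (-0.047), Tender 4 (-0.0069) or Tender 5 (-0.084) and with the highest transcript (-0.0031), a minimum mean in each group (-0.012) or the 90% rule for transcripts (-0.15).

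Slow fibre and fatty acid oxidation genes leaned to Tender with the preset correlation, and with an estimated one neither list passed (adjusted p = 0.262 and 0.454), the tests that follow being on the slow fibre list alone. Differences of scale between libraries are argued against by an adjusted p of 3.61e-05 or less for the slow fibre list under both scalings, a single library by a median below 0 in 12 of 12 fits without 1 library, and failed assembly by an adjusted p of 2.09e-07 among genes with a transcript in all 12 libraries. More slow fibre in the sampled muscle stays open: the contractile slow genes had a median log2 fold change of -0.43, but they belong to the list that shows the difference, and fibre counts would test it. Of 100 splits of the libraries, 1, the real one, gave a p with an estimated correlation as small (0.0328, next 0.0444), but the list was picked out of 24 after its result was seen, and adjusted over the 24 this p is 0.262, so chance cannot be excluded.

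Some of the most abundant genes, muscle genes among them, have no transcript in some libraries. Of the 50 genes with most sequenced bases in any library 14% are listed at 0 in some library, against 2.63% of those ranked to 1000. The ranking takes the highest library of each gene, so this share cannot decide on low expression in the others. *EOMES* runs from 0.681 to 24290 FPKM where it is above 0, and *LOC100517731* is listed at 0 in 11 libraries. *ALDOA* is listed at 0 in 6 libraries and at 1928 FPKM or more in the other 6. A limit of 500000 fragments per locus is argued against by a locus of 951882 estimated fragments, and other limits of the assembler stay open.

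Results as large as the real one were counted over 100 splits, the real one included. For called genes the real count is 0 (limma; 223 at an unadjusted p of at most 0.05, 172 by Wilcoxon), which all 100 reach by construction, so this count decides nothing about chance. The highest of the others is 489, which points to a structure of the samples that does not follow the groups. For genes at that unadjusted p, 57 splits reach 223, the highest other being 2783, so chance cannot be excluded. For lists past the threshold with the preset correlation 2 reach 14, the real one and 1 other. The highest of the others equals the real count, so chance cannot be excluded for that count. With an estimated correlation the real count is 0 lists, which all 100 reach by construction, and 6 of the other splits reach 1, the highest, so that count decides nothing about chance. For new isoforms (limma, 203 at that unadjusted p) all 100 reach the real count of 0 by construction too, the highest other being 2. Genes whose groups do not overlap numbered 9, where chance gives 0.216% of genes or 19.8.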
